# Maternal weight affects placental DNA methylation of genes involved in metabolic pathways in the common marmoset monkey (*Callithrix jacchus*)

**DOI:** 10.1002/ajp.23101

**Published:** 2020-02-05

**Authors:** Laren Narapareddy, Derek E. Wildman, Don L. Armstrong, Amy Weckle, Aleeca F. Bell, Crystal L. Patil, Suzette D. Tardif, Corinna N. Ross, Julienne N. Rutherford

**Keywords:** developmental programming, epigenetics, maternal metabolism, non‐human primate, obesity

## Abstract

Accumulating evidence suggests that dysregulation of placental DNA methylation (DNAm) is a mechanism linking maternal weight during pregnancy to metabolic programming outcomes. The common marmoset, *Callithrix jaccus*, is a platyrrhine primate species that has provided much insight into studies of the primate placenta, maternal condition, and metabolic programming, yet the relationships between maternal weight and placental DNAm are unknown. Here, we report genome‐wide DNAm from term marmoset placentas using reduced representation bisulfite sequencing. We identified 74 genes whose DNAm pattern is associated with maternal weight during gestation. These genes are predominantly involved in energy metabolism and homeostasis, including the *regulation of glycolytic and lipid metabolic processes pathways*.

## Research Highlights

- The placental DNA methylation (DNAm) landscape of the marmoset placenta presents unique differences and similarities with human placental methylation patterns.
- Maternal weight is associated with placental DNAm in genes that are predominantly involved in energy metabolism and homeostasis.
- The impact of altered placental DNAm on placental function and development may also contribute to the potential role of placental DNAm in developmental programming in the marmoset monkey.

## 1 INTRODUCTION

As part of the gestational interface, the placenta functions through metabolic and endocrine actions that enable a mother to maintain pregnancy and mediates nutrient uptake, waste elimination, and gas exchange for the fetus. As a major regulator of fetal development in utero, the placenta is responsive to both maternal and fetal needs as well as limits. In addition to the immediate purpose that the placenta serves in utero, we now understand that the placenta plays a role in the developmental origins of health and disease. Variation in maternal health (e.g., weight, nutrition, gestational diabetes, psychosocial stress, etc.) alters placental function and regulation of fetal development in ways that affect offspring health outcomes later in life (e.g., obesity, diabetes, hypertension, and pregnancy loss; Burton, Barker, Moffett, & Thornburg, 2011; Burton & Fowden, 2012; Sferruzzi‐Perri & Camm, 2016). Understanding how the placenta orchestrates the interrelationship between mother and fetus during pregnancy is not only important for optimizing birth outcomes, but also for optimizing the long‐term health trajectories of offspring.

Epigenetic regulation is a significant mechanism influencing placental development, structure, and function (Longtine & Nelson, 2011; Nelissen, van Montfoort, Dumoulin, & Evers, 2011; Tarrade, Panchenko, Junien, & Gabory, 2015). Epigenetic modifications occur in all cells and tissues to maintain tissue‐specific development and function. One of the most commonly studied epigenetic modifications is DNA methylation (DNAm; Novakovic & Saffery, 2012). DNAm predominantly occurs at CpG dinucleotide pairs and region of the genome that are cytosine‐/guanine‐rich are known as CpG islands. The DNAm status of CpG sites within gene promoters can affect gene activity (i.e., messenger RNA transcription). Loosely, methylated sites within the promoter allow for repression of gene expression, whereas unmethylated sites within the promoter allow for enhanced gene expression. DNAm is tissue‐ and cell‐type‐specific and thus, evaluating the placenta yields placenta‐specific DNAm patterns (Houseman, Kelsey, Wiencke, & Marsit, 2015). In humans and other species, the low levels of DNAm seen genome‐wide have led to our understanding of the placenta as a globally hypomethylated organ (Schroeder et al., 2015), thus allowing a large proportion of placental genes to be actively transcribed (i.e., expressed). Placental DNAm affects gene expression patterns that play a pivotal role in proper fetal and placental development. The DNAm pattern in the placenta can be disrupted by maternal factors such as nutrition, disease, stress, environmental exposures, and lifestyle factors. For example, human placentas from obese mothers have globally higher levels of DNAm than placentas from nonobese mothers (Nomura et al., 2014). Additionally, maternal glucose concentrations are associated with alterations in placental DNAm of *LEP* (Bouchard et al., 2010; Lesseur et al., 2013; Lesseur, Armstrong, Paquette, et al., 2014), *ADIPOQ* (Bouchard et al., 2012), and *ABCA1* (Houde et al., 2013) genes involved in cellular metabolic processes. An unbiased genome‐wide approach to understanding the associations between the placental DNAm landscape and a range of maternal weights will help identify entire gene pathways whose DNAm is sensitive to maternal weight and the associated maternal milieu.

The common marmoset monkey (*Callithrix jacchus*) is an ideal non‐human primate candidate in which to explore placental DNAm in the context of maternal weight. Our group has demonstrated that the litter size that a mother carries is related to her weight at the time of ovulation (Tardif & Jaquish, 1997). Compared to lighter mothers, heavier mothers ovulate a higher number of ova per cycle and thus, heavier marmoset mothers carry larger litters. An important consequence of litter size is the effect on postnatal growth and long‐term health outcomes (Riesche et al., 2018; Rutherford, deMartelly, Layne Colon, Ross, & Tardif, 2014; Tardif & Bales, 2004; Tardif, Power, Ross, & Rutherford, 2013). Extensive characterization of marmoset placental phenotypes by Rutherford and colleagues (Rutherford, 2007, 2009, 2012; Rutherford & Tardif, 2008, 2009; Rutherford, Eklund, & Tardif, 2009) has demonstrated that compared to twins, triplet placentas demonstrate higher placental efficiency and relative reductions in microscopic surface area (reviewed in Riesche et al., 2018; Rutherford, 2012). Further, the common marmoset was the first neotropical monkey to have its genome sequenced (Worley et al., 2014). This confluence of methods and information can now help us further articulate the role of placental function in mediating maternal ecology and offspring outcomes, both perinatally and into adulthood in the marmoset.

Here, we present for the first time the genome‐wide DNA methylation landscape of the marmoset placenta. Because so much that occurs in downstream development—from number of ova per cycle to litter size born to long‐term developmental and health disparities—is set into motion by maternal weight, we have identified placental genes and gene pathways whose DNAm status is associated with maternal weight during pregnancy, exploring in an important non‐human primate model the hypothesis that maternal weight will be associated with variability in the placental methylome.

## 2 METHODS

### 2.1 Subjects and setting

This study was conducted using animals from two breeding colonies: The Southwest National Primate Research Center (SNPRC) in San Antonio, TX, and the Barshop Institute for Longevity and Aging Studies at the University of Texas Health Science Center at San Antonio. Data and placental tissue were collected from 10 adult female marmoset monkeys that were enrolled in an ongoing project assessing longitudinal and intergenerational effects of maternal development on reproductive outcomes. Between 2012 and 2015, each marmoset female reproduced one to two times per year resulting in data and placental tissue available from a total of 17 pregnancies, produced by a total of 10 dams. Prior, during, and following pregnancy, dams were fed a commercial marmoset diet in ad libitum quantities. All animal procedures, husbandry, and housing comply with the American Society of Primatologists Principles for the Ethical Treatment of Non‐Human Primates and were reviewed and approved by Institutional Animal Care and Use Committees at the University of Illinois at Chicago, Texas Biomedical Research Foundation, and the University of Texas Health Science Center San Antonio.

### 2.2 Maternal weight

Upon detection of pregnancy via ultrasound, estimated gestational age was determined using previously established growth curves (Tardif, Jaquish, Toal, Layne, & Power, 1998). Bodyweight was collected from the female marmosets in their home cage within 1 week of estimated gestational days 60, 90, and 120 (term, ~143 days).

### 2.3 Infant birth outcomes

Birth outcome data was collected as described in Tardif, Layne, Cancino, and Smucny (2002). Briefly, at birth, litter size and sex of the littermates were recorded. Birth weights of each littermate were taken within 24 hr of birth. The sum of individual littermate weights was used as the total litter weight. The average infant weight was calculated as the total litter weight divided by the litter size.

### 2.4 Placental collection and processing

Delivery was not induced in this sample and gestational age and delivery dates were estimated based on growth curves as done in previous work (Tardif et al., 1998). This combined with nocturnal delivery makes the opportunistic placental collection a challenge. However, due to the stable nature of DNAm, both fresh (<1 hr after delivery) and found (1–12 hr after delivery) placentas were included in the study if the placenta was completely intact. Because previous work suggests that the two discs of the marmoset bidiscoid placenta are on the average equivalent in weight and microscopic structure, representing a fully integrated whole (Rutherford & Tardif, 2008), samples for DNAm analysis were collected from a single disc, preserving the second disc for separate analyses. Using a 6‐mm biopsy punch, one central and one peripheral tissue sample were taken yielding two samples per placenta (*N* = 17 placentas, *N* = 34 samples). The tissue samples were immediately placed in RNase‐free tubes with 5 ml of RNAlater (Life Technologies, Austin, TX) and stored at −80° C until further processing.

### 2.5 Placental DNA purification and quantification

Placental samples weighing from 7 to 25 mg were obtained for total DNA purification using the DNeasy Blood & Tissue Kit (Qiagen, Valencia, CA). All reagents and equipment in the manufacturer's protocol were followed with the addition of RNase A digestion to yield RNA‐free genomic DNA. Genomic DNA was quantified using two dsDNA assay methods: Quant‐iT Picogreen (Invitrogen, Carlsbad, CA) and Qubit System (Thermo Fischer Scientific, Waltham, MA). The quality of the DNA was further assessed through gel electrophoresis.

### 2.6 DNA methylation libraries, sequencing, and alignment

Reduced representation bisulfite sequencing (RRBS) was performed on 100 ng of genomic DNA input at the Roy J. Carver Biotechnology Center at the University of Illinois in Urbana, IL, using Ovation RRBS Methyl‐Seq System 1–16 (NuGEN Technologies, San Carlos, CA). The 34 samples were randomly assigned to five lanes and the samples were run in five pools, four lanes with seven samples and one lane with six samples. RRBS uses *Msp*I which is a methylation insensitive restriction enzyme that recognizes CCGG sites. As *Msp*I is insensitive to methylation status, all CCGG sites were cut between the two C's resulting in small fragments with a high frequency of potential CpG methylation sites. Following *Msp*I digestion, the fragments underwent adaptor ligation, final repair, bisulfite conversion, and polymerase chain reaction (PCR) amplification to produce the final libraries for sequencing. The five pools were sequenced on five lanes in the HiSeq 4000 (Illumina, San Diego, CA) with paired‐end reads 100 nt in length. Trimming was performed using Python scripts provided by NuGen to remove low‐quality bases, adaptor sequences, and the sequence diversity provided by the NuGEN RRBS adaptor. The trimmed bisulfite sequence was then aligned to the marmoset genome (C_jacchus 3.2.1, version 85) using the bwa‐meth package in R which uses bwa‐mem to perform the alignment (Pedersen, Eyring, De, Yang, & Schwartz, 2014). PCR duplication artifacts were removed, and methylation status was determined using the PileOMeth package in R which extracts per‐base methylation metrics. Data have been deposited at Gene Expression Omnibus (GEO; GSE143200).

### 2.7 Statistical analyses

All analyses were conducted using R (version 3.3.2) and RStudio (version 1.0.136) with packages available through CRAN and Bioconductor. Each placenta was treated independently given that previous work by our group has demonstrated high within‐subject variability in litter size and placental phenotypic characteristics from pregnancy to pregnancy (Rutherford & Tardif, 2008; Tardif & Jaquish, 1997).

Although methylation can occur and be detected at non‐CpG sites (i.e., CpHpG and CpHpH) through RRBS, only CpG sites were evaluated in this study. For inclusion in analyses, we required CpG sites to have the counts from at least 75% of the samples with at least one sample to have greater than 20 counts. Using the methylation count data, *β*‐values and *M*‐values at each CpG site were calculated using the following equations: *β* = methylated counts/(methylated counts + unmethylated counts); *M* = *β*/(1−*β*) (Du et al., 2010). For statistical analyses, the *M*‐values were used to promote normality and reduce heteroscedasticity of the data and allow for better alignment with statistical assumptions (Du et al., 2010; Wright et al., 2016). Correlations were assessed using Pearson's pairwise correlation tests. Figure 1 shows the analysis workflow. In CpG sites with variance >2, the association between maternal weight and placental DNAm was assessed by three separate regression models with single predictors: maternal weight at (a) gestational Day 60; (b) gestational Day 90; and (c) gestational Day 120. We selected gestational Day 60, when the fetal growth rate drastically increases; Day 90, when placental growth rate begins to plateau; and Day 120, when triplet growth rate begins to decrease in comparison to growth rate of twins (Figure 2). Following regression, a false discovery rate (FDR) < 0.05 was applied using the Benjamini–Hochberg method (Benjamini & Hochberg, 1995) and CpG sites that were significantly related to maternal weight at any time point were used to create a predefined gene list for gene ontology analysis. A semi‐automated enrichment analysis for gene ontology categories was performed using the topGO package in R (Alexa & Rahnenführer, n.d.). A *P* value based on Fisher's exact test was provided to identify gene ontology categories that are enriched (i.e., over‐represented in the predefined list of genes). It is important to note that enrichment does not mean an overall category or its constitutive genes are hypermethylated or hypomethylated; it does not imply directionality relative to maternal weight category. Adjustment for multiple comparisons was done using the Benjamini–Hochberg method with an FDR < 0.05.

**Figure 1:**
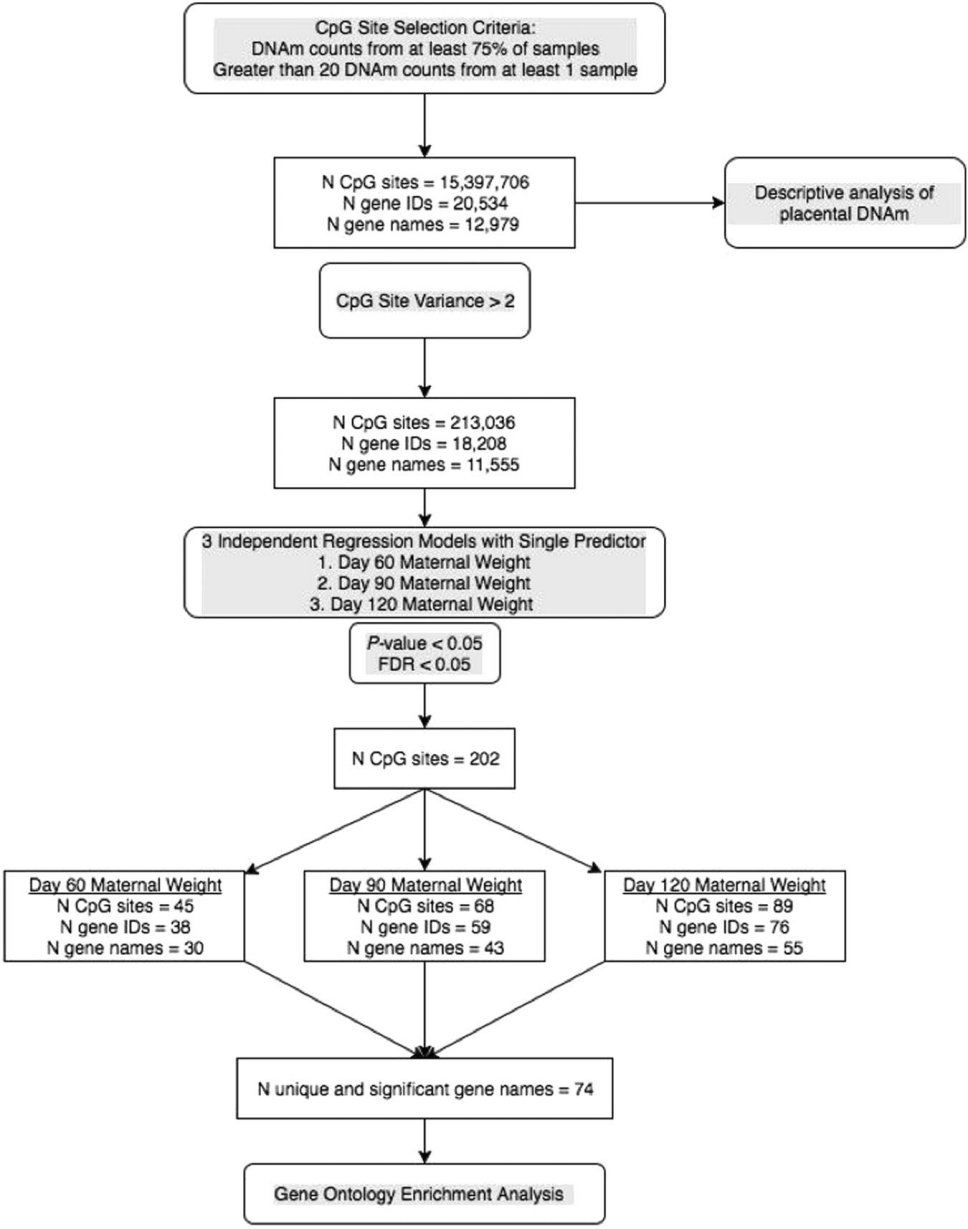
Workflow of the analytical strategy used to describe DNA methylation (DNAm) in the marmoset placenta and to identify genes and gene pathways that are associated with maternal weight during gestation

**Figure 2:**
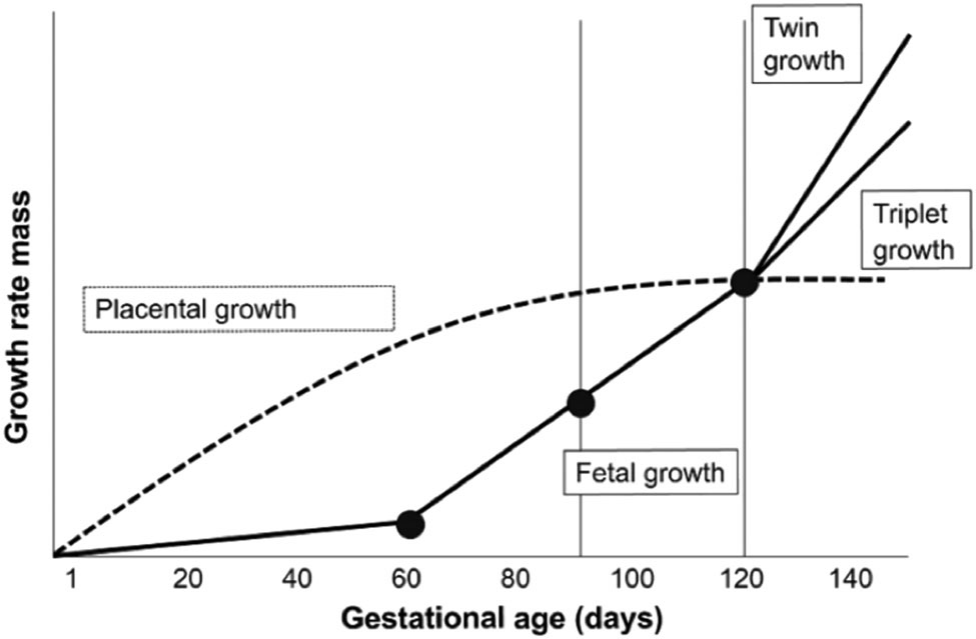
Schematic timeline of marmoset fetoplacental development across 143 days of gestation, indicating critical time points (•) of the model. The most rapid period of placental growth occurs between Days 0 and 100, at which time placental growth is completed. Fetal growth is slow during early gestation until Day 60 when it begins to rapidly increase through Day 120. Day 90 is the midway point of this growth rate period. The most rapid increase in fetal growth rate occurs after Day 120 and at this time point, twin growth rate exceeds triplet growth rate. From Riesche et al. (2018; permissions will be requested)

## 3 RESULTS

### 3.1 Sample descriptive statistics

Maternal, placental, and infant characteristics are presented in Table 1. Seventeen pregnancies resulted in litters ranging in size from two to five, with triplets being the most frequent (*n* = 8). Total litter weight increased with respect to litter size, and average infant weight for the sample was 29.64 g. Maternal weight was assessed at three different time points throughout gestation: (a) gestational Day 60 (42% of term); (b) gestational Day 90 (63% of term); and (c) gestational Day 120 (84% of term). 

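Maternal weight was recorded for 17 pregnancies of 10 dams, 5 of which gave 1 placenta, 3 gave 2 and 2 gave 3. Mean maternal weight was 440.5 g ± 89.1 (SD, n = 17 pregnancies) at gestational Day 60, 464.6 g ± 93.9 at Day 90 and 507.6 g ± 88.9 at Day 120. Dams gained 24.1 g ± 23.7 (SD) from Day 60 to Day 90, with a gain in 15 of 17 pregnancies (adjusted p = 0.00054, 2-sided sign-flip permutation test, 3 comparisons). From Day 90 to Day 120 they gained 43.0 g ± 23.9 (SD), with a gain in 16 of 17 pregnancies (adjusted p = 0.00012 from the same test). The weights fell into 2 separate groups on all 3 days. The 6 lighter dams, with 10 placentas, weighed 318.2 to 415 g at Day 60 and 412 to 464 g at Day 120. The 4 heavier dams (animals 1241, 1394, 1466 and 1322), with 7 placentas, weighed 506.2 to 614 g at Day 60 and 545 to 702 g at Day 120, and of all pregnancies 1322.5 had the highest weight on each day. Differences between dams made up 94.0% of the variance of weight at Day 60, 93.5% at Day 90 and 97.3% at Day 120.

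**Figure D1:**
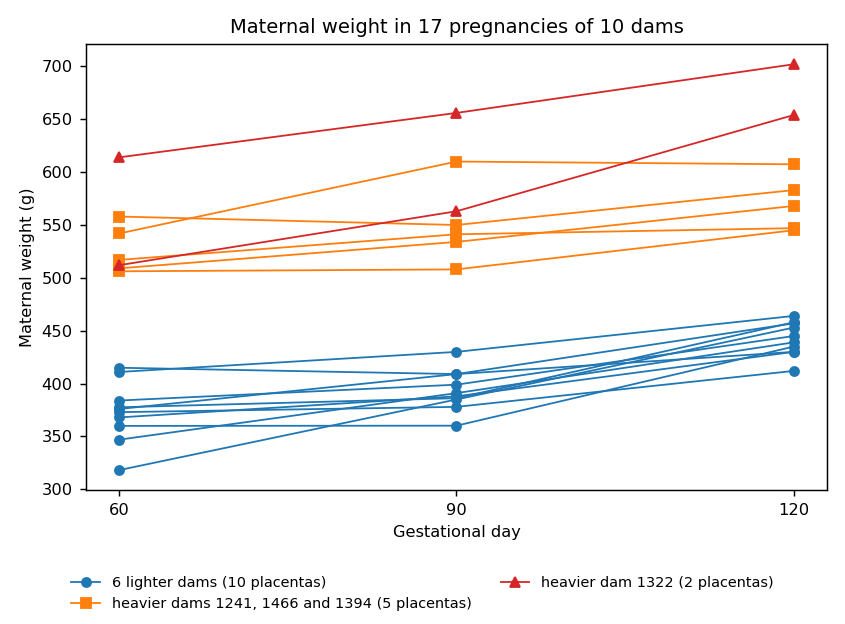
Maternal weight in grams against gestational day, with 1 line per pregnancy (n = 17). The 10 lines of the 6 lighter dams end between 412 and 464 g at Day 120 and the 7 lines of the 4 heavier dams between 545 and 702 g.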

The sample demonstrated a wide range in maternal weight at each time point, however, as expected, mean maternal weight increased throughout gestation. Quintuplet pregnancies are a rare occurrence and when the one quintuplet pregnancy that occurred in this sample was removed from analyses, maternal weight was significantly correlated with litter weight at each gestational time point (*n* = 16; *r* = 0.44 at 60 days, *r* = .58 at 90 days, *r* = .64 at 120 days; *p* < .05), as well as with litter size at gestational Day 120 (*r* = .39, *p* < .05).

**Table 1:** Maternal, placental, and infant characteristics

	*N*	Mean ± standard deviation	Range
Maternal weight (g)			
60‐day weight	17	440.47 ± 89.09	318.2–614.0
90‐day weight	17	464.56 ± 93.93	360.2–656.0
120‐day weight	17	507.61 ± 88.90	412.0–702.0
Placental outcomes			
Placental weight (g)	17	8.66 ± 2.56	6.2–14.9
Placental volume (ml)	17	8.82 ± 3.38	5.0–17.0
Placental efficiency	17	9.93 ± 3.39	6.48–19.85
Infant outcomes (g)			
Total litter weight	17	83.04 ± 26.81	47.4–134.4
Average infant weight	17	29.64 ± 6.25	15.8–44.8
Infant weight (g) by litter size			
Twin	4	32.02 ± 2.15	28.95–34.00
Triplet	8	26.69 ± 5.93	15. 80–36.13
Quadruplet	4	29.41 ± 2.59	26.59–32.50
Quintuplet	1	44.80	–

### 3.2 Placental DNA methylation analyses

After applying our inclusion criteria to RRBS data from 17 placental samples, a total of 15,397,706 CpG sites were included. This corresponds to 18,208 marmoset gene IDs and 11,555 unique gene names. 

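DNAm was measured in term placentas of the common marmoset with a central and a peripheral biopsy punch from each of 17 placentas (34 samples). RRBS cuts DNA at CCGG sequences, so the fragments are rich in CpG sites, and bisulfite treatment lets the sequencer tell methylated from unmethylated cytosines. The authors aligned the reads to the marmoset genome C_jacchus 3.2.1 (Ensembl release 85) with bwa-meth, removed PCR duplicates and extracted with PileOMeth the methylated and unmethylated counts of each position, together with the β-value and the M-value. The deposited table holds 15397706 values, each for 1 position in 1 sample, at 453448 distinct positions. Of these positions, 445947 had counts in all 34 samples, and 114184 pairs of adjacent positions were the C and the G of 1 CpG, 1 on each strand. Total counts per sample ran from 6272810 to 7179414 (median 6695826.5) in the 18 central punches and from 6277102 to 7333074 (median 6698959.5) in the 16 peripheral punches. The sample labels give 2 central punches for 1 placenta (1466.2) and different placental discs for the punches of 5 placentas, whereas the methods describe 1 punch of each kind. Punches labelled Right were read here as peripheral. For maternal weight, the counts of both punches of a placenta were summed, so that 17 placentas were 17 observations, and the M-value was log2 of methylated over unmethylated counts, limited to -7 and 7. The 47.0% of positions with a variance of the M-value above 2 over the samples were tested. Gene names are those of the study's own tables, because no annotation of this build was used here, and coordinates are given as in those tables.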

Table S1 summarizes the sequencing reads obtained per CpG site and per sample. 

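Each position carried 14.9 ± 5.76 counts per sample (mean and SD over positions and samples), from 1 to 484. Over the 34 samples the counts added up to 229080095, of which 141710362 were methylated and 87369733 unmethylated. Central punches had 6726505 ± 237701 counts (SD, n = 18) and peripheral punches 6750188 ± 360152 (SD, n = 16), a difference smaller than the spread of either. The 34 samples were sequenced in 5 lanes, of which 4 held 7 samples and 1 held 6. Samples of lanes L002, L003 and L004 had 6588473 ± 233985 counts (SD, n = 21), and those of lanes L005 and L006 had 6978629 ± 222427 (SD, n = 13). At least 10 counts were reached by 87.3% ± 1.89 (SD, n = 34) of the positions of a sample.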

The distribution of DNAm across all CpG sites is shown in Figure 3. An *M*‐value of −7 represents completely unmethylated CpG sites, an *M*‐value of 7 represents completely methylated CpG sites, and an *M*‐value of zero represents hemimethylated CpG sites (i.e., CpG sites with an equal number of sequencing reads that were methylated and unmethylated). The sequencing read data and distribution of DNAm demonstrate a slight negative skew with a higher proportion demonstrating *M*‐values greater than zero. 

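In the 34 placental samples the skewness of the M-values was -0.42 ± 0.01 (SD), from -0.46 to -0.40, so all of the samples had the longer tail on the unmethylated side. The median M-value was 0.99 ± 0.06 (SD, n = 34). M-values were below 0 at 30.4% ± 0.667 of positions and exactly 0 at 3.61% ± 0.113 (SD, n = 34). With the values at the limits of -7 and 7 left out, the skewness over all values was -0.31. When counts were summed over all samples, 10.1% of the 453448 positions were methylated below 10%, 37.0% lay above 60% and up to 90%, and 19.8% were above 90%. The positions with an M-value variance above 2 had a mean β-value of 72.7%, and the others had 51.8%.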

Sixty‐five percent of CpG sites had an *M*‐value greater than zero with 12% of CpG sites demonstrating complete methylation.

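Per sample, 65.9% ± 0.626 (SD, n = 34) of positions had an M-value above 0, from 64.8% to 67.2%. Complete methylation was found at 12.6% ± 1.06 of positions and complete lack of methylation at 8.61% ± 0.251 (SD, n = 34). Methylated counts made up 61.9% ± 1.07 of all counts (SD, n = 34). At positions with at least 10 counts in a sample, 67.1% ± 1.05 had an M-value above 0, 11.0% ± 1.09 were completely methylated and 7.02% ± 0.302 completely unmethylated (SD, n = 34). When the counts of the 34 samples were summed, 69.3% of positions had an M-value above 0, but only 13 positions (0.00287%) were methylated in every count and 888 (0.196%) unmethylated in every count. Samples of lanes L005 and L006 had fewer positions with an M-value above 0 (65.4% ± 0.405, SD, n = 13) than samples of lanes L002 to L004 (66.3% ± 0.510, SD, n = 21), and fewer completely methylated positions (11.7% ± 0.811 against 13.1% ± 0.833). Central and peripheral punches were alike in the share above 0, with 65.9% ± 0.491 (SD, n = 18) and 66.0% ± 0.765 (SD, n = 16).

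**Figure D2:**
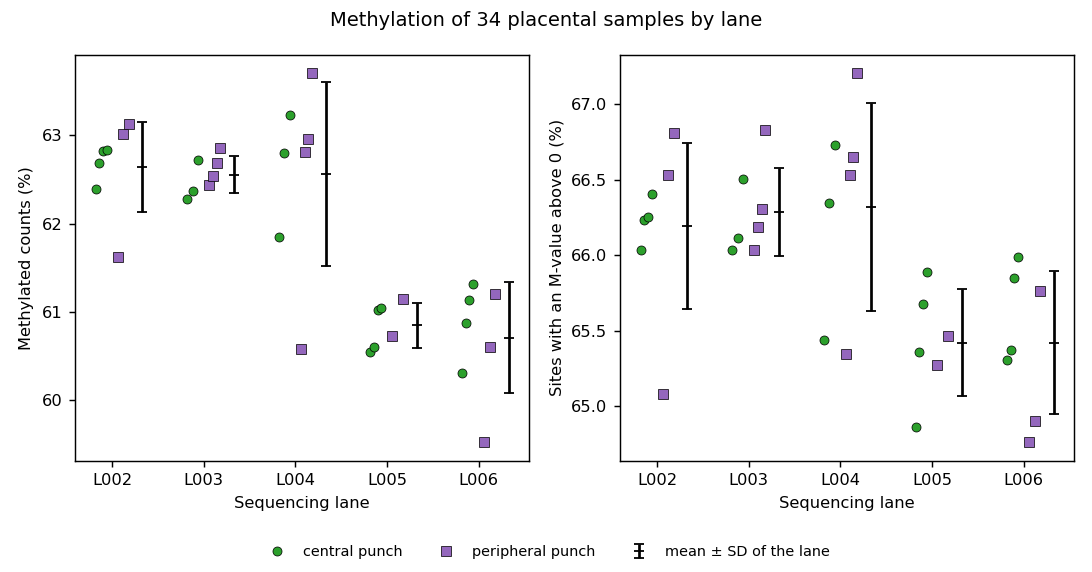
Methylated counts in percent and positions with an M-value above 0 in percent for each of 34 samples, by sequencing lane (x axis). Points are samples, circles for central and squares for peripheral punches, and black bars are the mean and SD of the lane. The y axes do not start at 0. The means of lanes L005 and L006 lie below those of the other 3 lanes in both measures.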

**Figure 3:**
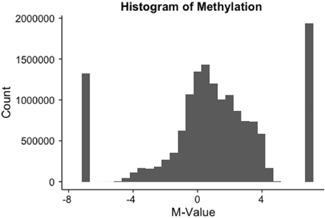
Distribution of methylation across all CpG sites. Histogram of *M*‐Value. *M* = −7 indicated fully unmethylated CpG sites, *M* = 0 indicates hemi‐methylated CpG sites, and M = 7 indicates fully methylated CpG sites

DNAm within gene regions was calculated using the reads that were aligned within the ±3‐kb region of the transcription start site (TSS; i.e., the promoter region). The general pattern observed was that DNAm decreased in the upstream region as it approached the TSS. DNAm was lowest at the TSS and increased as the downstream distance from the TSS increased. In this study, 0.06% of CpG sites captured were located at a TSS and 32.97% were within the promoter region.

Completely methylated and completely unmethylated CpGs were compared within (<3 kb) and outside (≥3 kb) the promoter region to explore any patterns in the occurrence of completely methylated and completely unmethylated CpG sites in the marmoset placenta. Figure 4 demonstrates a high occurrence of completely unmethylated CpGs within the promoter region and a high occurrence of completely methylated CpGs outside the promoter region.

**Figure 4:**
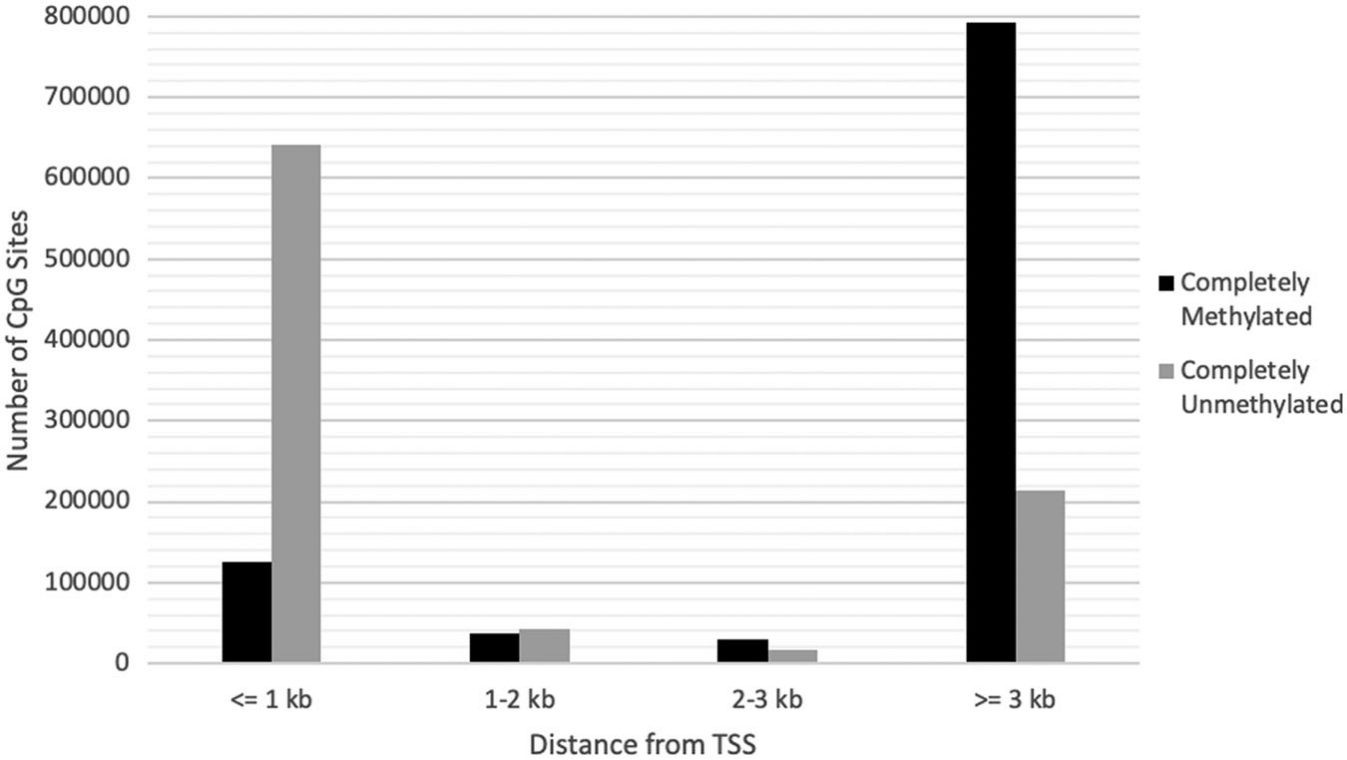
Comparison of the number of completely methylated (▪) and completely unmethylated (▪) CpG sites at specific distances within (<3 kb) and outside (≥3 kb) the promoter region

### 3.3 Placental DNAm and maternal weight

The number of significant CpG sites (*p* < .05, FDR 0.05), unique gene identifiers, and unique gene names for each maternal weight predictor are shown in Figure 1 and Tables S2–S4 provide lists of gene names and further details that are unique for each predictor. 

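A CpG site of FBXO7, a subunit of a ubiquitin ligase, on chromosome 1 at 195085254 was methylated at 41.2% ± 24.0 (SD, n = 10) in placentas of the lighter dams and at 1.10% ± 2.91 (SD, n = 7) in placentas of the heavier dams. A site at a 5S ribosomal RNA gene (chromosome 5, 135692805) stood at 95.4% ± 7.61 in the lighter and 47.8% ± 14.9 in the heavier group. At both of these sites no heavier placenta overlapped a lighter one. At FBXO7, however, the closest were 8.33% (1 of 12 counts) in the lighter and 7.69% (1 of 13 counts) in the heavier group. The 4 heavier dams were separated from the 6 lighter dams at 1850 of 211997 tested sites. Of 100 sets of 4 dams, the real one included, 53 separated as many. This counts separation of dams and does not give how often placentas are separated as at these sites. Total counts at the 5S site were 6 to 11 in lighter and 16 to 24 in heavier placentas. Total counts at FBXO7 were 22 to 44 in placentas at 21.7% or more and 12 to 20 in the others. HDAC4, a histone deacetylase, was methylated at 65.3% ± 15.9 and 94.5% ± 9.53 at position 155718341 of chromosome 6. Total counts there were 11 to 24 in placentas at 83.3% or more and 23 to 39 in the others. SCAPER was at 90.2% ± 3.14 and 99.4% ± 1.64 at position 1988813 of chromosome Y. All 17 placentas had 16 to 27 counts at this site, and chromosome Y averaged 13.9 counts per position and sample, against 14.8 on chromosome 1. Fetal sex was not part of the fits, and the paper names placental sex as difficult to account for. At TMEM240 (chromosome 7, 36083382) the lighter group stood at 97.7% ± 2.66, while the heavier group at 78.7% ± 23.5 was split: the placentas of dam 1322 averaged 44.6% and all other placentas lay between 86.2% and 100%. The calcium channel gene CACNA1A (chromosome 22, 12418791) was at 16.3% ± 33.7 in the lighter and 57.8% ± 28.1 in the heavier group, with 97.7% in dam 1322, and its M-value slope per 100 g of Day 120 weight was 4.25 with this dam and 3.69 without it. In the limma moderated test on 17 placentas with Benjamini-Hochberg adjustment, 8 sites passed an adjusted p of 0.05 at Day 60, 6 at Day 90 and 10 at Day 120. These were 12 positions, and the 5 with a gene name were those of FBXO7 (adjusted p = 0.0241 at Day 60), 5S rRNA (0.0426 at Day 60), HDAC4 (0.0241 at Day 120), TMEM240 (0.0241 at Day 120) and SCAPER (0.0454 at Day 120). Ordinary regression of the M-value on weight over the 17 placentas, adjusted over the 3 weights together, put 0 sites past 0.05 at Day 60, 0 at Day 90 and 0 at Day 120, with 11537, 11640 and 12087 sites at an unadjusted p under 0.05, and a quasi-binomial regression on the counts gave 0, 0 and 0. The same regression with the 34 samples as separate observations gave 45, 68 and 89 sites, and limma with the dam as a random effect gave 1, 4 and 5. With the dam in the fit, HDAC4 (adjusted p = 0.0422 in limma) and TMEM240 (0.0463) still passed at Day 120, while FBXO7 (0.0600 at Day 60), 5S rRNA (0.0760 at Day 60) and SCAPER (0.0710 at Day 120) did not. This fit applied 1 correlation within dams to all sites, 0.066 at Day 120, so sites with larger differences between dams were hardly adjusted for them. In an F-test between dams, 13.4% of the positions of Tables S2 to S4 passed an adjusted p of 0.05, against 0.410% of all tested sites. Those positions were chosen for following weight, and differences between dams made up 93.5% to 97.3% of its variance. The choice itself therefore raises their share, which is no separate evidence of differences between dams apart from weight. Ordinary regression with 1 value per dam (10 dams) put 0, 0 and 0 sites past the threshold, so that neither HDAC4 nor TMEM240 passed. Sites at an unadjusted p under 0.05 in that fit numbered 8497, 7373 and 8290 (3.99%, 3.46% and 3.89% of those tested). Leaving out 1 dam at a time moved the 34-sample numbers to between 24 and 106 at Day 60, 30 and 182 at Day 90, and 29 and 211 at Day 120, with the highest numbers without dam 1466 and the lowest without dam 1322 at Days 60 and 120 and without dam 1357 at Day 90. From the sites past its threshold, the paper concludes that DNAm of these genes is associated with maternal weight, and from their annotation it proposes that the metabolic state of the dam influences placental methylation in metabolic pathways.

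**Figure D3:**
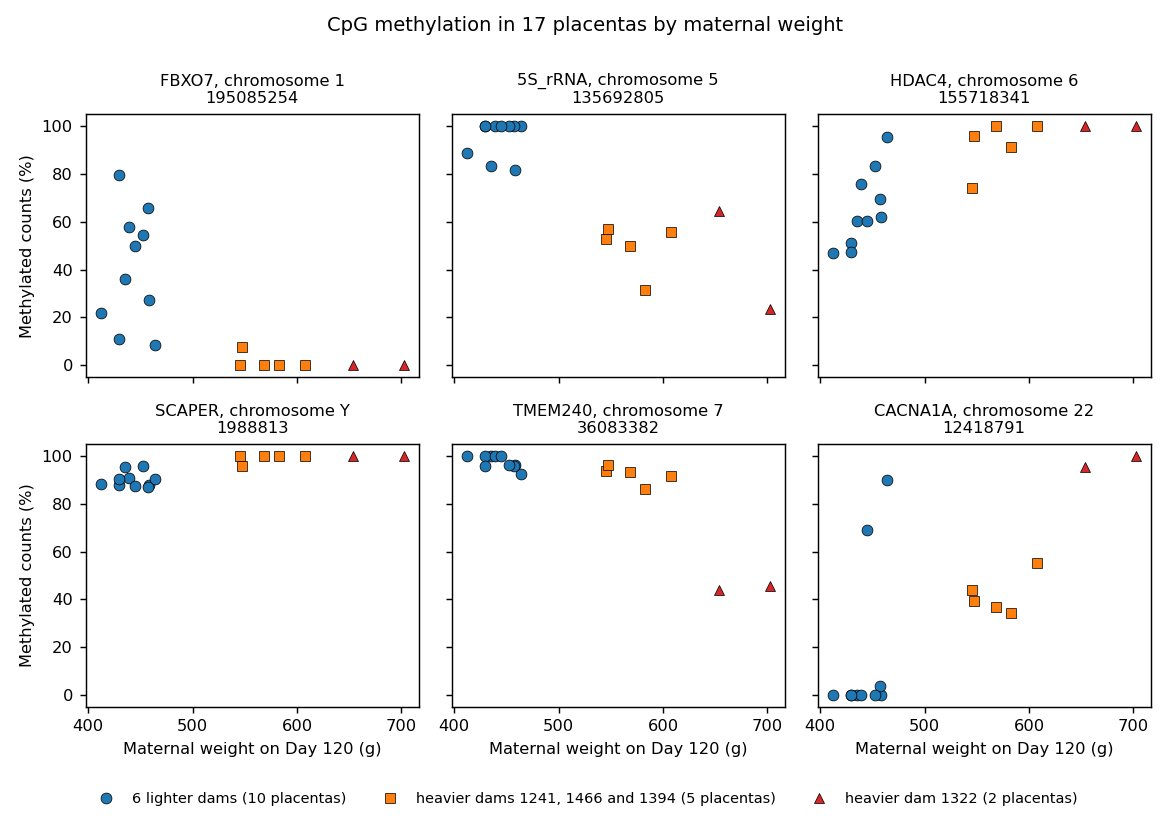
Methylated counts in percent at 6 CpG sites against maternal weight at Day 120 in grams, 1 point per placenta (n = 17). At TMEM240 the placentas of dam 1322 (triangles) average 44.6% and stand apart from the rest, and at FBXO7 the heavier group averages 1.10%.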

The unique gene names that were significantly associated with DNAm for each predictor were combined and de‐duplicated to create a predefined gene list for gene ontology analysis which contained 74 genes that were compared to the reference gene list of 11,555 genes. 

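Tables S2 to S4 hold 123 distinct positions, of which 58 were more methylated and 65 less methylated in placentas of heavier dams. No position changed direction between the weights that list it. The 74 gene names cover 83 of the positions, and 15 names occur in all 3 tables. CRMP1, which acts in axon guidance, had 3 sites on chromosome 3, at 183761230, 183761811 and 183762034, with 0.625% ± 1.98, 4.35% ± 4.59 and 2.56% ± 2.60 (SD, n = 10) in the lighter group against 31.3% ± 21.6, 25.4% ± 15.2 and 30.7% ± 20.1 (SD, n = 7) in the heavier group. Of the placentas of dam 1322, 1322.5 had 45.5% at the first of these sites and 1322.2 lay in the range of the lighter group. Total counts there were 32 to 42 in the 5 placentas above 40% and 12 to 19 in the others. VAV2, a Rho-family exchange factor, was lower at both of its sites on chromosome 1, with 78.7% ± 11.7 against 40.8% ± 26.1 at 177956403 and 83.6% ± 7.02 against 57.1% ± 33.8 at 177965978. Total counts at 177965978 were 10 and 13 in the placentas of dam 1322 and 23 to 44 in the others. WBSCR17 was lower at the adjacent positions 3048584 (55.4% ± 21.5 against 12.6% ± 28.0) and 3048585 (52.0% ± 19.4 against 10.3% ± 18.5) of chromosome 2. U6, a name shared by many spliceosomal RNA genes, was listed at 3 loci, less methylated with weight at 67058583 of chromosome 3 and more methylated at 152412117 of chromosome 3 and 22818148 of chromosome 8. A placenta had only 1 to 16 counts at 67058583, so the direction there is poorly supported. Of 65 homeobox genes in a list, 2 had a site: DLX2 (chromosome 6, 46430125) stood at 49.8% ± 9.33 and 73.0% ± 18.2, and BARX1 (chromosome 1, 76580306) at 47.7% ± 18.0 and 30.9% ± 27.3, where the M-value slope per 100 g of Day 120 weight was -1.97 with dam 1322 and -0.34 without it. At 47 of the 123 positions, among them BARX1 and VAV2 at 177965978, both placentas of dam 1322 lay outside the range of all 15 others.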

Fisher's exact test was used for comparison. These 74 genes are listed in Table S5 along with the functional and biological annotation in the marmoset as obtained through Database for Annotation, Visualization, and Integrated Discovery (Huang, Sherman, & Lempicki, 2009a, 2009b). Given the number of comparisons that must be controlled for in genome‐wide analyses, it is not surprising that after applying an FDR < 0.05, none of the gene ontology categories remained significant. Table 2 lists the top 20 gene ontology categories that were enriched in relation to maternal weight. 

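Of 23 glycolysis enzymes in a list written after the tables had been read but before the data files were opened, PGAM1, the phosphoglycerate mutase, had a site in the tables, on chromosome 12 at 84494722. It was methylated at 26.4% ± 20.0 (SD, n = 10 placentas) in the lighter group and in 0 of 94 counts in the 7 placentas of the heavier group, which allows a share of up to 3.19% by counting error alone. Of 28 regulators of glycolysis, 3 genes had 5 sites, 4 higher and 1 lower with weight. PRKAB2, the β2 subunit of the AMP-activated protein kinase, had sites 14 bp apart on chromosome 18 that went in opposite directions: 89.7% ± 18.0 in the lighter and 56.3% ± 17.1 in the heavier group at 2316759, and 11.2% ± 18.6 and 50.4% ± 21.5 at 2316773. At 2316759 total counts were 18 to 30 in the placentas between 39.3% and 53.3% and 4 to 17 in the others. At 2316773 they were 15 to 28 in the placentas at 47.4% or more and 6 to 12 in the others. PRKAG2, a γ subunit of the same kinase (chromosome 8, 95080471), stood at 85.2% ± 5.94 and 93.0% ± 3.73, and a further site of HDAC4 (chromosome 6, 155718429) at 80.6% ± 9.58 and 95.4% ± 5.18. Of 27 genes of the carnitine shuttle and fatty acid oxidation, DECR2, a peroxisomal reductase of fatty acid oxidation (chromosome 12, 404895), stood at 2.22% ± 7.03 and 24.6% ± 26.4, with methylated counts in 1 lighter placenta, 48.0%, 57.7% and 51.5% in placentas 1322.2, 1322.5 and 1394.1, and at most 7.69% in the other 4 heavier placentas; the 3 highest had 25 to 33 counts and the others 7 to 15. Of 25 regulators of lipid metabolism, 3 had a site: EPHX2, the soluble epoxide hydrolase (chromosome 13, 10797937), with 68.9% ± 11.9 and 43.9% ± 17.8; DGKZ, a diacylglycerol kinase (chromosome 11, 109603018), with 71.1% ± 21.6 and 44.1% ± 26.7; and PDGFA (chromosome 2, 57730252), with 89.2% ± 4.28 and 96.6% ± 3.55. SARDH, of 20 genes of one-carbon metabolism, stood at 74.6% ± 18.3 and 50.8% ± 33.2 (chromosome 1, 177788729), with 11 and 12 counts in the placentas of dam 1322 and 21 to 39 in the others. Each of these sites was associated with weight in the 34-sample regression and none in the adjusted regression on 17 placentas, where the unadjusted p was 8.97e-05 for PGAM1 and 0.00252 for EPHX2 at Day 60. At EPHX2, DGKZ and SARDH the placentas of dam 1322 averaged 21.5%, 8.56% and 4.17% and lay below all others, and without this dam the M-value slope per 100 g went from -1.09 to -0.73 at EPHX2 (Day 120; unadjusted p = 0.0418, ordinary regression over 15 placentas), from -2.06 to -1.39 at DGKZ (Day 60; p = 0.0409) and from -2.15 to -0.49 at SARDH (Day 120; p = 0.348). Among the lists without any site were fatty acid and cholesterol synthesis (19 genes), adipokines and cholesterol exporters (9), insulin and IGF signalling (28) and placental nutrient transporters (25). The lists do not add independent evidence of a theme, since the study chose its genes on these samples, and the gene ontology test itself was not rerun.

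**Figure D4:**
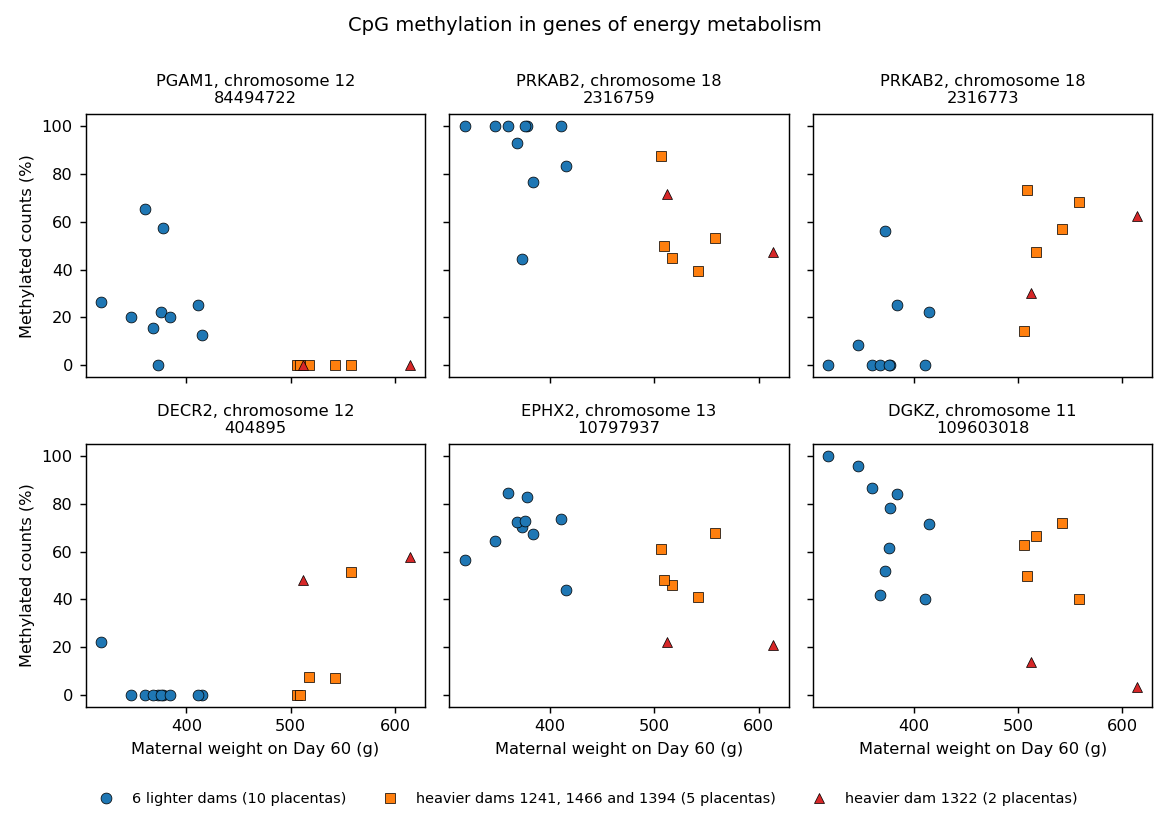
Methylated counts in percent at 6 CpG sites of genes of energy metabolism against maternal weight at Day 60 in grams, 1 point per placenta (n = 17). PGAM1 is at 0% in all 7 placentas of the heavier dams, and the PRKAB2 sites 14 bp apart go in opposite directions.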

The top four categories were *regulation of glycolytic processes* (GO:0006110, 26 annotated genes), *carnitine shuttle* (GO:0006853, 6 annotated genes), *regulation of carbohydrate catabolic processes* (GO:0043470, 31 annotated genes), and *regulation of lipid metabolic processes* (GO:0019216, 188 annotated genes).

**Table 2:** Top 20 gene ontology terms that demonstrate differential methylation based on maternal weight

GO ID	GO term	Annotated genes	*P* value	FDR
GO:0006110	Regulation of glycolytic process	26	.00047	1
GO:0006853	Carnitine shuttle	6	.00051	1
GO:0043470	Regulation of carbohydrate catabolic process…	31	.00079	1
GO:0019216	Regulation of lipid metabolic process	188	.00082	1
GO:0009118	Regulation of nucleoside metabolic process…	37	.00133	1
GO:1903578	Regulation of ATP metabolic process	37	.00133	1
GO:0051193	Regulation of cofactor metabolic process	43	.00206	1
GO:0051196	Regulation of coenzyme metabolic process	43	.00206	1
GO:0006096	Glycolytic process	46	.00251	1
GO:0006757	ATP generation from ADP	46	.00251	1
GO:0042451	Purine nucleoside biosynthetic process	47	.00267	1
GO:0046129	Purine ribonucleoside biosynthetic process…	47	.00267	1
GO:0046031	ADP metabolic process	51	.00337	1
GO:0010882	Regulation of cardiac muscle contraction…	15	.00345	1
GO:0046128	Purine ribonucleoside metabolic process	180	.00416	1
GO:0030258	Lipid modification	181	.00426	1
GO:0042278	Purine nucleoside metabolic process	182	.00436	1
GO:0006165	Nucleoside diphosphate phosphorylation	56	.00439	1
GO:0046034	ATP metabolic process	114	.00458	1
GO:0046939	Nucleotide phosphorylation	58	.00484	1

Abbreviation: FDR, false discovery rate

## 4 DISCUSSION

### 4.1 The unique DNA methylation landscape in the marmoset monkey placenta

In humans and other mammals, the placenta is a globally hypomethylated organ (reviewed in Schroeder et al., 2015) with recent RRBS reports of 36–39% DNAm in human third‐trimester placenta (Chatterjee et al., 2016). In contrast, the marmoset placenta exhibits a higher than expected level of methylation, with 65% of the covered CpG sites demonstrating *M*‐values greater than zero, suggesting that marmoset placentas may be more globally methylated at CpG sites than human placentas.

While the present study captured a higher extent of genome‐wide DNAm than expected, the pattern of methylation in the marmoset placenta may be similar to the human placenta in that hypomethylation is not uniform across the entire placental genome (Robinson & Price, 2015). Typically, in somatic and germline tissues there is a global pattern of complete methylation of CpG sites across the genome, with the exception of CpG sites that lie within the promoter region which demonstrate high variability based on tissue type (Jiang et al., 2014). Within the gene promoters, CpG site methylation usually inhibits transcription by limiting transcription factor binding accessibility which leads to gene silencing (Koukoura, Sifakis, & Spandidos, 2012). Conversely, unmethylated promoters are usually actively transcribed and expressed (Jones, 2012).

Both marmoset and human demonstrate low levels of methylation within gene promoter regions and higher levels of DNAm outside of promoters. Our data suggest that the greater extent of DNAm outside the promoter in marmosets may be due to differences in CpG site density between the two genomes. It has yet to be explored whether or not the higher levels of DNAm outside the gene promoters contribute to functional changes that are specific to marmoset placentas. Yet, it is likely that the lower levels of methylation that occur within gene promoter regions of the marmoset placenta lead to similar patterns of increased transcription and expression that are characteristic of the mammalian placenta (Novakovic et al., 2011). Though the absolute amount of DNA methylation appears to differ between humans and marmosets, the pattern and function of DNA methylation may be quite similar.

### 4.2 Maternal weight is associated with placental DNAm in genes that are predominantly involved in energy metabolism and homeostasis

An important and biologically significant aspect of our results in the marmoset is that heavier marmosets exhibit metabolic alterations such as increased fasting glucose, hemoglobin A1C, triglycerides, and very low‐density lipoproteins (Tardif et al., 2009). Although our analysis do not use specific maternal weight categories to determine which individual genes are hyper‐ or hypomethylated, it does suggest that the maternal metabolic milieu influences placental DNAm in genes involved in key metabolic pathways such as glycolysis, carbohydrate catabolism, and lipid metabolism. Such changes in DNA methylation of these pathways could serve to increase the overall availability of nutrients to the developing fetoplacental unit, potentially allowing larger mothers to gestate a greater number of fetuses.

The placenta is a metabolically active tissue that conducts significant nutrient uptake from the maternal circulation. For example, in the human placenta, 50% of the glucose taken up from maternal circulation is metabolized via glycolysis to serve the metabolic needs of the placenta (Illsley, 2011). The maternally sourced nutrients are metabolized by the placenta and used for generating cellular energy and synthesizing components essential for cellular growth within the placenta such as DNA, RNA, proteins, membranes, and other biological building blocks (Illsley, 2011). Though the consumption and disposition of glucose and other nutrients in the marmoset placenta are currently unknown, genes that are a part of the *regulation of glycolytic processes* and *regulation of carbohydrate catabolic processes* pathway will be of particular interest in future studies given that glucose is the primary substrate that the placenta uses to generate energy for growth and development of the fetoplacental unit. Future studies exploring placental DNAm in a multilevel context inclusive of gene and protein expression as well as nutrient consumption and disposition will contribute to a better understanding of how the maternal metabolic milieu influences the metabolic dynamics of the marmoset placenta through placental DNAm of genes within the *regulation of glycolytic processes* and *regulation of carbohydrate catabolic processes* pathways.

### 4.3 The potential role of placental DNAm in developmental programming in the marmoset

We've previously reported on the developmental programming outcomes and placental phenotypic differences that are observed in the marmoset based on litter size (reviewed in Riesche et al., 2018). Central to the common marmoset monkey as a model of developmental programming is that heavier mothers carry larger litters with immediate‐, short‐, and long‐term health disparities. Triplets are more likely to grow from low weights at birth to high weights in adulthood (“centile crossing”) and compared to twins, they are more likely to develop obesity (Tardif & Bales, 2004) and decreased reproductive potential (Rutherford et al., 2014) later in life. Though mothers of triplets are heavier at the outset of pregnancy, their gestational weight gain is not proportional to that of mothers carrying twins; there is a 24.9% average decrease in maternal‐to‐fetal mass ratio in triplets compared to twins (Rutherford & Tardif, 2008). Thus, the additional fetuses gestated by larger mothers create an intrauterine environment of relatively higher fetal demand and lower maternal energetic resources (Rutherford & Tardif, 2008). The placental phenotypic differences between twins and triplets (including decreased surface area of the maternal‐fetal interface per fetus and decreased IGF‐II concentrations per fetus (Rutherford et al., 2009; Rutherford & Tardif, 2009) suggest that the placenta dynamically alters its structure and function in relation to altered fetal demands and maternal supply in a way that may influence fetal development and long‐term health outcomes.

Our results here demonstrate that one way in which the placenta may negotiate higher fetal demand and lower relative maternal energetic supply in larger marmoset mothers is through placental DNA methylation in genes and gene pathways involved in supplying glucose and lipids to the fetus. The consequences of alterations in these pathways may influence fetal growth and development in ways that impact the health trajectories of offspring born to larger litters and are likely involved in the health disparities observed between offspring from different litter sizes (Figure 5). Recent work in maternal obesity provides evidence for altered placental metabolic and energetic processes that are within the pathways that we have identified here. These processes include changes in fatty acid and lipid transport, decreased mitochondrial energetics, decreased ATP generation in the trophoblast, and oxidative stress in the placentas of obese pregnancies (reviewed in Myatt & Maloyan, 2016). Formation of placental lipid pools may be one mechanism that modulates fatty acid transfer to the fetus (Perazzolo et al., 2017). An ovine model demonstrated significantly higher free fatty acid levels in the fetal circulation of obese pregnancies which may contribute to programming fetal lipid metabolism (Zhu, Du, Nathanielsz, & Ford, 2010). Whether or not placental DNAm in these pathways has a role in such mechanisms of developmental programming in the marmoset placenta remains to be explored. As the cohort begins to reach adulthood, we are exploring the role of placental epigenetics in developmental programming by determining whether placental epigenetic profiles are related to placental structural phenotypes, birth outcomes, and long‐term health outcomes in offspring.

**Figure 5:**
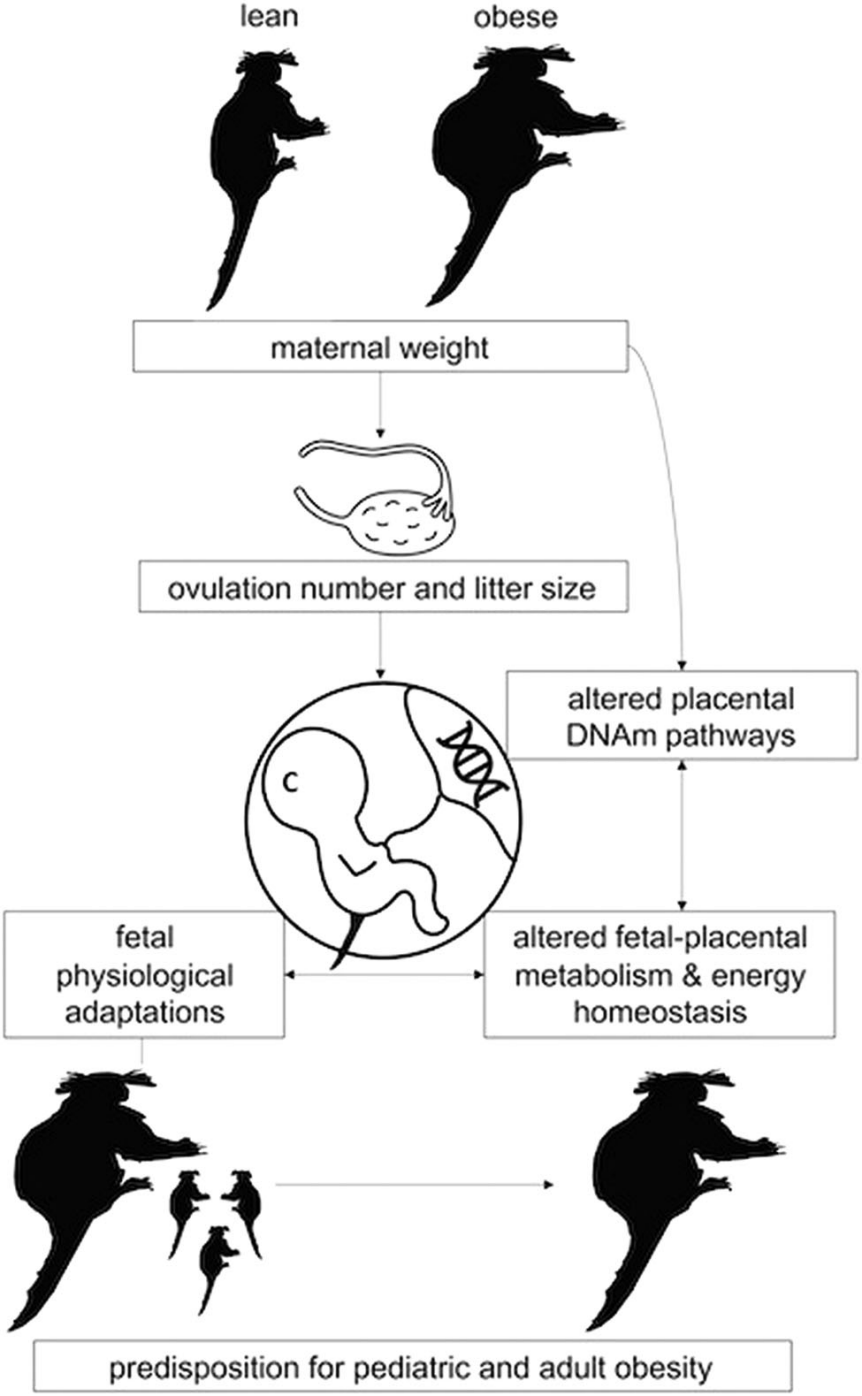
Current model demonstrating the potential role of placental DNA methylation (DNAm) in developmental programming of obesity. Maternal weight influences ovulation number and is related to placental DNAm patterns in gene pathways involved in energy metabolism and homeostasis. Downstream effects of altered DNAm in these pathways likely leads to physiological adaptations in the fetus with consequences for long‐term metabolic health

### 4.4 Limitations and future directions

We assumed that the marmoset genome acts similarly to the human genome in the orchestration and execution of biological processes and that DNAm has the same impacts on gene transcription and expression as is known in other species. Considering the phylogenetic similarities and shared sequence homology among primates it is likely that these similarities do exist, however, further studies will be necessary to rule out evolutionary differences and variants that may impact the dynamics of the marmoset genome and DNAm. For example, marmosets differ from humans in their type of maternal‐placental pattern of interdigitation with trabecular and villous interdigitations, respectively (Mossman, 1987). To that end, our team is in the process of assessing the association between gene expression and DNAm in the marmoset placenta. Cellular heterogeneity and gestational age are additional factors that we were not able to explore in the current study, but it will be important to design future studies to elucidate the influence of these factors. Placental sex plays an important role in offspring outcomes (Clifton, 2010); however placental sex as a biological confounder will be difficult to account for in all studies of the marmoset placenta due to interfetal chimerism (Benirschke, Anderson, & Brownhill, 1962; Ross, French, & Orti, 2007) and the high frequency of mixed‐sex litters (Rothe, Darms, & Koenig, 1992). Finally, we were able to detect enrichment of gene categories across a continuous range of maternal weight. Enrichment includes overrepresentation of both hypermethylated and hypomethylated genes; as of yet, we have not determined the specific weight‐related methylation status of the thousands of genes represented in our analyses. These foundational findings point us in the direction of candidate genes to target for further study relative to maternal, placental, and offspring phenotypes.

As this is the first study to report genome‐wide DNAm in the marmoset monkey, many avenues are now open for further elucidating the epigenetic characteristics and mechanisms of the marmoset placenta. These avenues, which are beyond the scope of this current study, include exploring how directional changes in DNAm relate to gene and protein expression as well as overall functional changes in metabolic and energetic pathways within the placenta. Another exciting avenue which we are situated to begin exploring is what the associations between maternal weight and placental DNAm mean for fetal development and offspring outcomes. As with the current hypothesis that parturition is governed by the balance between maternal and fetal metabolism (Dunsworth, Warrener, Deacon, Ellison, & Pontzer, 2012), it is possible that there is a point at which maternal metabolic effects on placental DNAm status confer adverse metabolic outcomes in the offspring. The findings reported here provide fertile ground for future studies to further elucidate our understanding of maternal obesity, developmental programming, and the marmoset placenta.

## CONFLICT OF INTERESTS

The authors declare that there are no conflict of interests.

### OPEN RESEARCH BADGES

This article has earned an Open Data badge for making publicly available the digitally‐shareable data necessary to reproduce the reported results. The data is available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143200.

## Supporting information

Supporting information

## Data Availability

The data that support the findings of this study are openly available in GEO (GSE143200).

# Supplementary material for: Maternal weight affects placental DNA methylation of genes involved in metabolic pathways in the common marmoset monkey (Callithrix jacchus)
**Source:** Am J Primatol. 2020 Feb 5;82(3):e23101. doi: 10.1002/ajp.23101
**Supplement:** Supplementary file 1 — Supporting information

Table S1

Sequencing reads obtained by whole-genome RRBS.

	<u>N (reads)</u>	<u>Mean (reads)</u>	<u>Range (reads)</u>
<u>Per CpG site</u><br>(N=15,397,706)			
Total reads	229,080,095	14.9	1-484
Methylated reads	141,710,362	9.2	0-433
Unmethylated reads	87,369,733	5.7	0-363
<u>Per sample</u><br>(N=34)			
Total reads	-	6,737,649.9	6,272,810 - 7,333,074
Methylated reads	-	4,167,951.8	3,941,390 - 4,444,733
Unmethylated reads	-	2,569,698.0	2,303,802 - 2,889,340

Table S2

45 CpG sites significantly associated with maternal weight at gestational day 60 in descending order of P value with FDR <0.05. 

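At Day 60, 21 of the 45 sites were more methylated and 24 less methylated with maternal weight. The site with the smallest p in Table S2 belongs to the unnamed gene ENSCJAG00000032743 on chromosome 10 at 16507933 and was singled out after its values were seen. It stood at 95.6% ± 10.4 (SD, n = 10 placentas) in the lighter and 62.0% ± 15.2 (SD, n = 7) in the heavier group. ANKS6 (chromosome 1, 141811277) was at 39.5% ± 11.7 and 73.3% ± 12.1, and WDYHV1 (chromosome 16, 71400669) at 93.4% ± 11.1 and 57.0% ± 19.1. The change of β per 100 g of weight had a median size of 18.1 percentage points over the 45 sites, from 2.91 to 31.0. Regression over the 34 samples called all 45 sites, with p-values within 0.376% of the paper's. Over 17 placentas, p ran from 1.02e-05 to 0.00252 and was under 0.001 at 34 sites.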

Alphanumeric chromosomes represent unassembled contigs.

<u>Chromosome</u>	<u>Start Position</u>	<u>Gene Name</u>	<u>Gene ID</u>	<u>P value</u>	<u>FDR</u>
10	16507933	NA	ENSCJAG000000032743	8.21E-09	0.00075
5	135692805	5S_rRNA	ENSCJAG000000024555	2.04E-08	0.00163
9	13850661	CACNA1C	ENSCJAG00000000732	6.67E-08	0.00251
1	177324707	NA	ENSCJAG000000017966	1.01E-07	0.00287
1	207684919	NA	ENSCJAG000000018966	1.03E-07	0.00287
4	1639040	NA	ENSCJAG000000022438	1.26E-07	0.00310
1	177313750	NA	ENSCJAG000000017966	2.16E-07	0.00446
3	183761230	CRMP1	ENSCJAG000000010648	2.37E-07	0.00470
3	183761811	CRMP1	ENSCJAG000000010648	3.69E-07	0.00553
18	2316759	PRKAB2	ENSCJAG000000002530	5.04E-07	0.00685
2	3048585	WBSCR17	ENSCJAG000000005178	5.70E-07	0.00739
22	12418791	CACNA1A	ENSCJAG000000004458	9.00E-07	0.01031
22	21451357	NA	ENSCJAG000000032315	1.03E-06	0.01112
1	195085254	FBXO7	ENSCJAG000000006238	1.17E-06	0.01200
6	155933814	NA	ENSCJAG000000034894	1.39E-06	0.01289
22	21451391	NA	ENSCJAG000000032315	1.71E-06	0.01542
1	141811277	ANKS6	ENSCJAG000000011142	1.75E-06	0.01557
16	71400669	WDYHV1	ENSCJAG000000000865	2.10E-06	0.01742
18	36565866	SCYL3	ENSCJAG000000010050	2.35E-06	0.01925
7	36083382	TMEM240	ENSCJAG000000037689	2.80E-06	0.02047
7	49305869	KAZN	ENSCJAG000000008920	2.82E-06	0.02047
18	2316773	PRKAB2	ENSCJAG000000002530	2.90E-06	0.02073

ACFV01190020.					
1	1340	NA	NA	3.11E-06	0.02162
7	37009749	<i>TNFRSF14</i>	ENSCJAG00000002555	3.48E-06	0.02304
1	177313680	NA	ENSCJAG000000017966	3.64E-06	0.02346
16	91386366	<i>BAALC</i>	ENSCJAG000000016141	4.31E-06	0.02462
1	177956403	<i>VAV2</i>	ENSCJAG000000010024	4.51E-06	0.02504
12	84494722	<i>PGAM1</i>	ENSCJAG000000016575	4.76E-06	0.02577
9	88988805	<i>ANKS1B</i>	ENSCJAG000000002273	5.60E-06	0.03003
6	157494660	<i>CROCC2</i>	ENSCJAG000000006365	5.64E-06	0.03003
20	11687025	<i>ADGRG1</i>	ENSCJAG000000011920	6.36E-06	0.03025
5	126698006	<i>SEPT9</i>	ENSCJAG000000013203	6.47E-06	0.03025
2	192181103	<i>CTNND2</i>	ENSCJAG000000009238	6.55E-06	0.03025
15	5509601	NA	ENSCJAG000000031315	7.06E-06	0.03155
3	67058583	<i>U6</i>	ENSCJAG000000027016	7.47E-06	0.03182
GL285864.1	261	NA	NA	8.05E-06	0.03317
2	202460667	<i>Y_RNA</i>	ENSCJAG000000028941	8.22E-06	0.03329
3	183762034	<i>CRMP1</i>	ENSCJAG000000010648	8.45E-06	0.03384
22	7374258	<i>TRAPPC5</i>	ENSCJAG000000036638	8.47E-06	0.03384
2	200569162	NA	ENSCJAG000000036280	9.41E-06	0.03577
6	12987155	<i>MCTP2</i>	ENSCJAG000000005975	9.94E-06	0.03705
11	109603018	<i>DGKZ</i>	ENSCJAG000000011773	1.11E-05	0.03992
4	34401203	<i>BAK1</i>	ENSCJAG000000016047	1.15E-05	0.04090
13	10797937	<i>EPHX2</i>	ENSCJAG000000019677	1.39E-05	0.04601
GL285558.1	1187	<i>snoU13</i>	ENSCJAG000000036742	1.52E-05	0.04799

Table S3

68 CpG sites significantly associated with maternal weight at gestational day 90 in descending order of *P* value with FDR <0.05. 

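At Day 90, 34 of the 68 sites were more methylated and 34 less methylated with maternal weight. A site of the unnamed gene ENSCJAG00000022438 (chromosome 4, 1639040), chosen after its values were seen, had 0 methylated of 84 counts in the 10 placentas of the lighter group, which allows a share of up to 3.57% by counting error alone, and stood at 19.1% ± 11.9 (SD, n = 7) in the heavier group, where 6 of 7 placentas had methylated counts. CACNA1C, a calcium channel subunit (chromosome 9, 13850661), was at 56.3% ± 17.3 (SD, n = 10) and 91.9% ± 6.31 (SD, n = 7). CROCC2 (chromosome 6, 157494660) was at 85.4% ± 7.11 and 96.7% ± 6.505, and SCYL3 (chromosome 18, 36565866) at 14.1% ± 6.41 and 4.83% ± 4.87. The M-value of CACNA1C rose by 2.14 per 100 g (standard error 0.37, 17 placentas), and that of SCYL3 fell by 1.55 (standard error 0.27). All 68 sites passed in the 34-sample regression, and over 17 placentas their unadjusted p ran from 2.52e-07 to 0.00289.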

Alphanumeric chromosomes represent unassembled contigs.

<u>Chromosome</u>	<u>Start Position</u>	<u>Gene Name</u>	<u>Gene ID</u>	<u>P value</u>	<u>FDR</u>
4	1639040	NA	ENSCJAG000000022438	6.00E-10	0.00019
10	16507933	NA	ENSCJAG000000032743	1.88E-09	0.00024
1	207684919	NA	ENSCJAG000000018966	2.75E-08	0.00177
2	3048585	<i>WBSCR17</i>	ENSCJAG000000005178	3.04E-08	0.00177
1	177324707	NA	ENSCJAG000000017966	3.69E-08	0.00196
9	13850661	<i>CACNA1C</i>	ENSCJAG000000000732	4.12E-08	0.00202
1	177956403	<i>VAV2</i>	ENSCJAG000000010024	1.01E-07	0.00287
3	183761230	<i>CRMP1</i>	ENSCJAG000000010648	1.03E-07	0.00287
6	155933814	NA	ENSCJAG000000034894	1.20E-07	0.00310
6	155718341	<i>HDAC4</i>	ENSCJAG000000009423	1.45E-07	0.00330
1	177313750	NA	ENSCJAG000000017966	1.73E-07	0.00375
7	36083382	<i>TMEM240</i>	ENSCJAG000000037689	2.43E-07	0.00470
22	12418791	<i>CACNA1A</i>	ENSCJAG000000004458	2.69E-07	0.00479
1	177313680	NA	ENSCJAG000000017966	3.39E-07	0.00548

	18	36565866	SCYL3	ENSCJAG00000010050	3.58E-07	0.00553
	3	186729794	NA	ENSCJAG000000031790	4.93E-07	0.00685
	13	10797937	EPHX2	ENSCJAG000000019677	5.78E-07	0.00739
	5	135692805	5S_rRNA	ENSCJAG000000024555	6.00E-07	0.00752
	2	192181103	CTNND2	ENSCJAG000000009238	9.04E-07	0.01031
	6	157494660	CROCC2	ENSCJAG000000006365	1.02E-06	0.01112
	2	3048584	WBSCR17	ENSCJAG000000005178	1.18E-06	0.01200
	12	118225906	NA	ENSCJAG000000014400	1.20E-06	0.01200
	1	181715957	EXD3	ENSCJAG000000013170	1.28E-06	0.01223
	20	11687025	ADGRG1	ENSCJAG000000011920	1.99E-06	0.01713
	22	988671	EFNA2	ENSCJAG000000005546	2.06E-06	0.01732
	20	27662976	VAC14	ENSCJAG000000014847	2.52E-06	0.02015
	16	5683907	MetazoaSRP	ENSCJAG000000037430	2.57E-06	0.02018
GL285864.1		261	NA	NA	2.59E-06	0.02018
	16	71400669	WDYHV1	ENSCJAG000000000865	2.92E-06	0.02073
	6	152377322	NA	ENSCJAG000000004382	3.04E-06	0.02137
	1	141811277	ANKS6	ENSCJAG000000011142	3.47E-06	0.02304
GL286251.1		47558	NA	ENSCJAG000000031964	3.50E-06	0.02304
	13	15635804	NA	ENSCJAG000000020226	3.67E-06	0.02346
	1	195085254	FBXO7	ENSCJAG000000006238	3.67E-06	0.02346
	1	189497727	TPST2	ENSCJAG000000008612	3.97E-06	0.02453
	4	159937586	NA	ENSCJAG000000022894	4.11E-06	0.02462
	3	183762034	CRMP1	ENSCJAG000000010648	4.28E-06	0.02462
	18	2316759	PRKAB2	ENSCJAG000000002530	4.46E-06	0.02504
	12	15186696	TNFRSF17	ENSCJAG000000016037	4.63E-06	0.02553
	22	5416191	HSD11B1L	ENSCJAG000000016948	6.24E-06	0.03025
	19	24318939	SYT2	ENSCJAG000000006030	6.36E-06	0.03025
	3	183761811	CRMP1	ENSCJAG000000010648	6.40E-06	0.03025
	7	152246015	MAB21L3	ENSCJAG000000006194	6.51E-06	0.03025
	22	1104834	DAZAP1	ENSCJAG000000005609	6.55E-06	0.03025
	15	5271984	KLHL24	ENSCJAG000000021216	6.58E-06	0.03025
	20	44359746	DEF8	ENSCJAG000000010490	7.12E-06	0.03162
	8	95080471	PRKAG2	ENSCJAG000000020422	7.99E-06	0.03317
	22	21451357	NA	ENSCJAG000000032315	8.54E-06	0.03392
	1	198828190	NA	ENSCJAG000000022385	8.72E-06	0.03442
	10	125596501	EML1	ENSCJAG000000006842	8.82E-06	0.03449
	3	67058583	U6	ENSCJAG000000027016	9.00E-06	0.03486
	9	21381896	NA	ENSCJAG000000025904	9.46E-06	0.03577
	12	84494722	PGAM1	ENSCJAG000000016575	9.97E-06	0.03705
	5	126698006	SEPT9	ENSCJAG000000013203	1.08E-05	0.03968
	5	114123373	PTRF	ENSCJAG000000000406	1.10E-05	0.03988
	Y	1988813	SCAPER	ENSCJAG000000010868	1.10E-05	0.03988
	10	132055046	NA	ENSCJAG000000000003	1.11E-05	0.03992
	16	91386366	BAALC	ENSCJAG000000016141	1.13E-05	0.04025
GL284703.1		79888	NA	NA	1.21E-05	0.04237
	5	157776512	TSC22D1	ENSCJAG000000019808	1.24E-05	0.04319

1	177313674	NA	ENSCJAG00000017966	1.25E-05	0.04319
4	34401203	BAK1	ENSCJAG00000016047	1.25E-05	0.04319
ACFV01190020.1	1340	NA	NA	1.26E-05	0.04319
8	22818148	U6	ENSCJAG00000034393	1.39E-05	0.04601
2	57730252	PDGFA	ENSCJAG00000004948	1.40E-05	0.04601
17	61597034	GADL1	ENSCJAG00000004395	1.40E-05	0.04602
6	155718429	HDAC4	ENSCJAG00000009423	1.45E-05	0.04676
20	44133661	VPS9D1	ENSCJAG00000010650	1.50E-05	0.04799

Table S4

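At Day 120, 40 sites were more methylated and 49 less methylated with maternal weight. At the unnamed gene ENSCJAG00000018966 (chromosome 1, 207684919), which had the smallest p of this weight, 0 of 28 counts were methylated in the 10 placentas of the lighter group, which allows a share of up to 10.7% by counting error alone, and the heavier group stood at 43.7% ± 32.2 (SD, n = 7). At another unnamed gene, ENSCJAG00000017966 (chromosome 1, 177324707), the values were 45.5% ± 12.8 (SD, n = 10) and 10.5% ± 19.5 (SD, n = 7), and both sites were singled out after their values were seen. BAK1, which promotes apoptosis (chromosome 4, 34401203), was at 82.8% ± 5.90 and 93.0% ± 5.27, and CTNND2 (chromosome 2, 192181103) at 99.0% ± 2.19 and 81.8% ± 10.1. Total counts at CTNND2 were 25 to 35 in the placentas at 88% or less and 13 to 23 in the others. Of 19 stromal and decidual genes in a list, COL6A2 (chromosome 21, 49728719) stood at 29.2% ± 9.07 and 15.5% ± 8.62 and FBLN2 (chromosome 15, 65610998) at 98.2% ± 2.48 and 85.3% ± 17.1. The placentas of dam 1322 lay outside all others at FBLN2 (61.5% on average, others 85.7% to 100%), at BAK1 (100%, others 72.7% to 93.5%) and at 44 of the 89 sites in all; without this dam the M-value slope per 100 g went from -1.72 to -0.79 at FBLN2 and from 1.42 to 0.53 at BAK1, and 7 of the 89 still passed in the 34-sample regression without this dam.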

89 CpG sites significantly associated with maternal weight at gestational day 120 in descending order of *P* value with FDR <0.05.

<u>Chromosome</u>	<u>Start<br>Position</u>	<u>Gene<br>Name</u>	<u>Gene ID</u>	<u>P value</u>	<u>FDR</u>
1	207684919	NA	ENSCJAG00000018966	2.57E-10	0.00016
7	36083382	TMEM240	ENSCJAG00000037689	9.78E-10	0.00020
4	1639040	NA	ENSCJAG00000022438	1.23E-09	0.00020
1	177324707	NA	ENSCJAG00000017966	7.87E-09	0.00075
10	16507933	NA	ENSCJAG00000032743	2.84E-08	0.00177
2	3048585	WBSCR17	ENSCJAG00000005178	4.57E-08	0.00202
1	177956403	VAV2	ENSCJAG00000010024	4.74E-08	0.00202
12	118225906	NA	ENSCJAG00000014400	6.52E-08	0.00251
22	12418791	CACNA1A	ENSCJAG00000004458	8.45E-08	0.00287
6	155718341	HDAC4	ENSCJAG00000009423	8.63E-08	0.00287
5	140947022	URAD	ENSCJAG00000019404	1.23E-07	0.00310
GL284914.1	52816	NA	NA	1.32E-07	0.00312
6	155933814	NA	ENSCJAG00000034894	1.76E-07	0.00375
9	13850661	CACNA1C	ENSCJAG00000000732	2.63E-07	0.00479
12	108358469	PPAPDC1A	ENSCJAG00000006402	2.70E-07	0.00479
16	5683907	MetazoaSRP	ENSCJAG00000037430	2.78E-07	0.00481
4	34401203	BAK1	ENSCJAG00000016047	3.34E-07	0.00548
5	135692805	5S_rRNA	ENSCJAG00000024555	3.43E-07	0.00548
22	48099867	ZNF211	ENSCJAG00000000037	3.78E-07	0.00553
2	192181103	CTNND2	ENSCJAG00000009238	3.80E-07	0.00553
1	181715957	EXD3	ENSCJAG00000013170	4.03E-07	0.00572
13	10797937	EPHX2	ENSCJAG00000019677	5.40E-07	0.00720
7	49305869	KAZN	ENSCJAG00000008920	7.94E-07	0.00976
2	3048584	WBSCR17	ENSCJAG00000005178	8.34E-07	0.01005
3	186729794	NA	ENSCJAG00000031790	8.97E-07	0.01031
12	404895	DECR2	ENSCJAG00000011883	9.20E-07	0.01031
21	49728719	COL6A2	ENSCJAG00000001863	1.06E-06	0.01133
18	36565866	SCYL3	ENSCJAG00000010050	1.16E-06	0.01200

20	27662976	VAC14	ENSCJAG00000014847	1.25E-06	0.01223
19	24318939	SYT2	ENSCJAG00000006030	1.28E-06	0.01223
1	177313750	NA	ENSCJAG00000017966	1.37E-06	0.01289
1	177313680	NA	ENSCJAG00000017966	1.48E-06	0.01347
4	133634568	EYA4	ENSCJAG00000002817	1.97E-06	0.01713
1	177313674	NA	ENSCJAG00000017966	2.01E-06	0.01713
6	152377322	NA	ENSCJAG00000004382	2.40E-06	0.01941
22	988671	EFNA2	ENSCJAG00000005546	2.68E-06	0.02047
20	44359746	DEF8	ENSCJAG00000010490	2.70E-06	0.02047
11	130031608	RNH1	ENSCJAG00000012214	2.78E-06	0.02047
22	47093771	ZNF471	ENSCJAG00000020296	2.80E-06	0.02047
22	48494355	NA	ENSCJAG00000000381	3.16E-06	0.02169
1	195085254	FBXO7	ENSCJAG00000006238	3.37E-06	0.02290
4	159937586	NA	ENSCJAG00000022894	3.73E-06	0.02363
1	184797700	NA	ENSCJAG00000004879	3.93E-06	0.02453
15	5271984	KLHL24	ENSCJAG00000021216	3.99E-06	0.02453
5	135692806	5S_rRNA	ENSCJAG00000024555	4.15E-06	0.02462
1	141811277	ANKS6	ENSCJAG00000011142	4.23E-06	0.02462
13	15635804	NA	ENSCJAG00000020226	4.26E-06	0.02462
19	43294549	7SK	ENSCJAG00000032509	4.30E-06	0.02462
11	55289953	FAM181B	ENSCJAG00000014709	4.31E-06	0.02462
3	152412117	U6	ENSCJAG00000025583	4.48E-06	0.02504
16	71400669	WDYHV1	ENSCJAG00000000865	4.72E-06	0.02577
11	125324021	FGF3	ENSCJAG00000009730	5.79E-06	0.03025
4	163744391	NA	ENSCJAG00000012365	5.98E-06	0.03025
4	106452640	NA	ENSCJAG00000006178	6.05E-06	0.03025
1	177965978	VAV2	ENSCJAG00000010024	6.14E-06	0.03025
20	44133661	VPS9D1	ENSCJAG00000010650	6.17E-06	0.03025
16	12801023	CA8	ENSCJAG00000008976	6.26E-06	0.03025
22	21451357	NA	ENSCJAG00000032315	6.42E-06	0.03025
12	40118839	NA	ENSCJAG00000015397	6.43E-06	0.03025
15	65610998	FBLN2	ENSCJAG00000016873	6.48E-06	0.03025
5	114123373	PTRF	ENSCJAG00000000406	6.57E-06	0.03025
6	157494660	CROCC2	ENSCJAG00000006365	6.73E-06	0.03061
GL284914.1	50043	NA	NA	6.75E-06	0.03061
4	19855367	SLC35B3	ENSCJAG00000021320	7.06E-06	0.03155
5	157155159	NA	ENSCJAG00000017549	7.30E-06	0.03182
1	189497727	TPST2	ENSCJAG00000008612	7.40E-06	0.03182
7	54370823	VWA5B1	ENSCJAG00000006551	7.41E-06	0.03182
Y	1988813	SCAPER	ENSCJAG00000010868	7.49E-06	0.03182
GL285864.1	261	NA	NA	7.51E-06	0.03182
22	30047764	ZNF146	ENSCJAG00000009524	7.57E-06	0.03182
1	177788729	SARDH	ENSCJAG00000009864	7.57E-06	0.03182
22	5416191	HSD11B1L	ENSCJAG00000016948	7.78E-06	0.03249
ACFV01192733.1	1291	NA	NA	8.18E-06	0.03329
6	155718429	HDAC4	ENSCJAG00000009423	8.23E-06	0.03329

ACFV01192733.1	1207	NA	NA	8.85E-06	0.03449
4	30674268	NA	ENSCJAG000000020676	9.13E-06	0.03515
GL284900.1	12752	NA	NA	9.22E-06	0.03527
GL286232.1	66374	NA	ENSCJAG000000003723	9.95E-06	0.03705
6	46430125	DLX2	ENSCJAG000000007389	1.04E-05	0.03834
1	177385764	SURF6	ENSCJAG000000017951	1.16E-05	0.04109
12	15186696	TNFRSF17	ENSCJAG000000016037	1.27E-05	0.04327
11	113515486	CLP1	ENSCJAG000000008748	1.27E-05	0.04327
4	169752716	NA	ENSCJAG000000003511	1.29E-05	0.04366
11	123170411	GRK2	ENSCJAG000000001006	1.38E-05	0.04601
2	188068188	FBXL7	ENSCJAG000000010823	1.38E-05	0.04601
1	76580306	BARX1	ENSCJAG000000017399	1.42E-05	0.04634
6	158394771	PDCD1	ENSCJAG000000019795	1.44E-05	0.04668
ACFV01192733.1	1135	NA	NA	1.47E-05	0.04735
5	30031004	NA	ENSCJAG000000032266	1.52E-05	0.04799

Table S5

74 gene names that were significantly associated with maternal weight at any time point ($p < 0.05$, $FDR < 0.05$) along with their annotated molecular function and biological process obtained from DAVID (Huang, Sherman, & Lempicki, 2009a, 2009b)

<u>Gene Name</u>	<u>Molecular Function</u>	<u>Biological Process</u>
U6	No annotation (NA)	NA
Y_RNA	NA	NA
7SK	NA	NA
snoU13	NA	NA
5S_rRNA	NA	NA
Metazoa_SRP	NA	NA
BARX1	Sequence-specific DNA binding	Regulation of transcription, cell-cell signaling, negative regulation of WNT
ANKS6	NA	NA
SURF6	DNA binding, poly(A) RNA binding	ribosome biogenesis
SARDH	oxidoreductase activity	NA
VAV2	Rho guanyl-nucleotide exchange factor activity, metal ion binding	small GTPase mediated signal transduction, regulation of cell size, regulation of gene expression, cell migration, lamellipodium assembly, regulation of blood coagulation, regulation of Rho protein signal transduction, positive regulation of phosphatidylinositol 3-kinase activity

<i>EXD3</i>	nucleic acid binding, 3'-5' exonuclease activity	NA
<i>TPST2</i>	protein-tyrosine sulfotransferase activity	peptidyl-tyrosine sulfation
<i>FBXO7</i>	NA	mitophagy, protein targeting to mitochondrion, protein ubiquitination, regulation of protein stability, negative regulation of lymphocyte differentiation, negative regulation of cyclin-dependent protein serine/threonine kinase activity, negative regulation of G1/S transition of mitotic cell cycle
<i>EML1</i>	NA	microtubule cytoskeleton organization, hematopoietic progenitor cell differentiation, mitotic spindle organization, neuroblast proliferation, brain development
<i>FAM181B</i>	NA	NA
<i>DGKZ</i>	diacylglycerol kinase activity, ATP binding	protein kinase C-activating G-protein coupled receptor signaling pathway, intracellular signal transduction
<i>CLP1</i>	ATP binding, kinase activity, ATP-dependent polydeoxyribonucleotide 5'-hydroxyl-kinase activity, ATP-dependent polyribonucleotide 5'-hydroxyl-kinase activity	tRNA splicing, via endonucleolytic cleavage and ligation, cerebellar cortex development, targeting of mRNA for destruction involved in RNA interference, mRNA 3'-end processing, siRNA loading onto RISC involved in RNA interference
<i>GRK2</i>	G-protein coupled receptor kinase activity, ATP binding,	DNA damage checkpoint, desensitization of G-protein coupled receptor protein signaling pathway, negative regulation of the force of heart contraction by chemical signal, DNA repair, signal transduction, tachykinin receptor signaling pathway, heart development, peptidyl-serine phosphorylation, peptidyl-threonine phosphorylation, viral genome replication, receptor internalization, negative regulation of striated muscle contraction, viral entry into host cell, cardiac muscle contraction
<i>FGF3</i>		positive regulation of cell proliferation, fibroblast growth factor

		receptor signaling pathway, negative regulation of cardiac muscle tissue development
<i>RNH1</i>	ribonuclease inhibitor activity	regulation of angiogenesis
<i>DECR2</i>	Nucleoside diphosphate kinase activity, ATP binding; NADPH activity	GTP, UTP and CTP biosynthetic process, unsaturated fatty acid biosynthetic process
<i>TNFRSF17</i>	receptor activity,	lymphocyte homeostasis, signal transduction
<i>PGAM1</i>	bisphosphoglycerate mutase activity, bisphosphoglycerate 2-phosphatase activity, phosphoglycerate mutase activity	glycolytic process
<i>PPAPDC1A</i>	NA	NA
<i>EPHX2</i>	magnesium ion binding, catalytic activity, epoxide hydrolase activity, toxic substance binding, hydrolase activity, lipid phosphatase activity,	metabolic process, positive regulation of gene expression, cholesterol homeostasis, stilbene catabolic process, phospholipid dephosphorylation, regulation of cholesterol metabolic process
<i>KLHL24</i>	NA	regulation of kainate selective glutamate receptor activity
<i>FBLN2</i>	calcium ion binding, extracellular matrix binding	positive regulation of cell-substrate adhesion
<i>CA8</i>	carbonate dehydratase activity, zinc ion binding	one-carbon metabolic process, phosphatidylinositol-mediated signaling
<i>WDYHV1</i>	protein-N-terminal glutamine amidohydrolase activity	cellular protein modification process,
<i>BAALC</i>	NA	NA
<i>GADL1</i>	carboxy-lyase activity, pyridoxal phosphate binding	carboxylic acid metabolic process
<i>PRKAB2</i>	AMP-activated protein kinase activity	signal transduction, regulation of protein kinase activity
<i>SCYL3</i>	protein kinase activity, ATP binding	
<i>SYT2</i>	calcium-dependent phospholipid binding	neurotransmitter secretion, positive regulation of dendrite extension
<i>WBSCR17</i>	transferase activity, transferring glycosyl groups, carbohydrate binding	protein glycosylation
<i>PDGFA</i>		response to wounding, negative regulation of phosphatidylinositol biosynthetic process, negative regulation of platelet activation,

		positive regulation of phosphatidylinositol 3-kinase signaling, regulation of smooth muscle cell migration, positive regulation of protein autophosphorylation, positive regulation of metanephric mesenchymal cell migration by platelet-derived growth factor receptor-beta signaling pathway, positive regulation of MAP kinase activity, positive regulation of DNA replication, positive regulation of fibroblast proliferation, negative chemotaxis, positive regulation of protein kinase B signaling, positive regulation of ERK1 and ERK2 cascade
<i>FBXL7</i>		G2/M transition of mitotic cell cycle, mitotic nuclear division, cell proliferation, protein ubiquitination, SCF-dependent proteasomal ubiquitin-dependent protein catabolic process
<i>CTNND2</i>		single organismal cell-cell adhesion, synapse organization, regulation of canonical Wnt signaling pathway, dendritic spine morphogenesis
<i>ADGRG1</i>	G-protein coupled receptor activity, heparin binding, extracellular matrix binding	angiogenesis, cell adhesion, cell surface receptor signaling pathway, Rho protein signal transduction, negative regulation of cell proliferation, vascular endothelial growth factor production, cerebral cortex regionalization, layer formation in cerebral cortex, positive regulation of Rho protein signal transduction, positive regulation of cell adhesion, protein kinase C signaling, seminiferous tubule development, positive regulation of neural precursor cell proliferation, negative regulation of neuron migration
<i>VAC14</i>	NA	regulation of lipid kinase activity
<i>VPS9D1</i>	NA	NA

<i>DEF8</i>	metal ion binding	intracellular signal transduction
<i>COL6A2</i>		protein heterotrimerization
<i>EFNA2</i>	NA	osteoclast differentiation, bone remodeling, ephrin receptor signaling pathway
<i>DAZAP1</i>	Nucleotide binding, nucleic acid binding, RNA stem-loop binding, poly(A) RNA binding	Maternal placenta development, spermatogenesis, cell proliferation, positive regulation of mRNA splicing
<i>HSD11B1L</i>	oxidoreductase activity	NA
<i>TRAPPC5</i>	NA	Golgi vesicle transport
<i>CACNA1A</i>	high voltage-gated calcium channel activity	sulfur amino acid metabolic process, glucose metabolic process, positive regulation of cytosolic calcium ion concentration, gamma-aminobutyric acid signaling pathway, neuromuscular synaptic transmission, synapse assembly, adult walking behavior, cell death, gamma-aminobutyric acid secretion, regulation of acetylcholine secretion, neurotransmission, cell growth, regulation of calcium ion-dependent exocytosis, transmission of nerve impulse, spinal cord motor neuron differentiation, cerebellum maturation, cerebellar molecular layer development, cerebellar Purkinje cell differentiation, vestibular nucleus development, cellular chloride ion homeostasis, negative regulation of hormone biosynthetic process, synaptic transmission, glutamatergic, neurotransmitter metabolic process, hormone metabolic process, receptor clustering, negative regulation of neuron apoptotic process, behavioral response to pain, calcium ion-regulated exocytosis of neurotransmitter, dendrite morphogenesis, regulation of axonogenesis, musculoskeletal movement, spinal reflex action, neuromuscular process controlling balance, membrane depolarization, rhythmic synaptic transmission

<i>ZNF146</i>	nucleic acid binding, metal ion binding	NA
<i>ZNF471</i>	nucleic acid binding, metal ion binding	regulation of transcription, DNA-templated
<i>ZNF211</i>	NA	NA
<i>CRMP1</i>	hydrolase activity, acting on carbon-nitrogen (but not peptide) bonds	microtubule cytoskeleton organization, axon guidance, negative regulation of neuron projection development, negative regulation of actin filament binding
<i>SLC35B3</i>	NA	positive regulation of defense response to virus by host, transmembrane transport, mitophagy in response to mitochondrial depolarization, xenophagy
<i>BAK1</i>	NA	B cell homeostasis, protein processing in endoplasmic reticulum, limb morphogenesis, post-embryonic eye morphogenesis, vagina development, apoptotic processes, blood vessel apoptotic process
<i>EYA4</i>	Protein tyrosine phosphatase activity, metal ion binding	Regulation of transcription, multicellular organism development, sensory perception of sound
<i>PTRF</i>	rRNA primary transcript binding, poly(A) RNA binding	transcription initiation from RNA polymerase I promoter, termination of RNA polymerase I transcription
<i>SEPT9</i>	GTP binding	cell cycle, protein heterooligomerization, positive regulation of nonmotile primary cilium assembly
<i>URAD</i>	carboxy-lyase activity	allantoin biosynthetic process
<i>TSC22D1</i>	transcription factor activity, sequence-specific DNA binding	NA
<i>MCTP2</i>	calcium ion binding	NA
<i>DLX2</i>	RNA polymerase II regulatory region sequence-specific DNA binding, transcriptional activator activity, RNA polymerase II transcription regulatory region sequence-specific binding, chromatin binding, single-stranded RNA	negative regulation of transcription from RNA polymerase II promoter, regulation of transcription, DNA-templated, proximal/distal pattern formation, subpallium development, hippocampus development, olfactory bulb development, regulation of transcription from RNA polymerase

	binding, sequence-specific DNA binding	II promoter involved in forebrain neuron fate commitment, cerebral cortex GABAergic interneuron fate commitment, odontogenesis of dentin-containing tooth, negative regulation of Notch signaling pathway, embryonic cranial skeleton morphogenesis, negative regulation of oligodendrocyte differentiation, branching morphogenesis of a nerve, cartilage development
<i>HDAC4</i>	core promoter binding, chromatin binding, transcription corepressor activity, histone deacetylase activity, zinc ion binding, potassium ion binding, NAD-dependent histone deacetylase activity (H3-K14 specific), sequence-specific DNA binding, metal ion binding	negative regulation of transcription from RNA polymerase II promoter, skeletal system development, osteoblast development, chromatin remodeling, transcription, DNA-templated, regulation of transcription, DNA-templated, positive regulation of cell proliferation, negative regulation of cell proliferation, negative regulation of myotube differentiation, regulation of cardiac muscle contraction by calcium ion signaling, response to denervation involved in regulation of muscle adaptation, positive regulation of protein sumoylation, peptidyl-lysine deacetylation, regulation of gene expression, epigenetic, regulation of protein binding, negative regulation of sequence-specific DNA binding transcription factor activity, negative regulation of osteoblast differentiation, negative regulation of glycolytic process, positive regulation of transcription from RNA polymerase II promoter, regulation of skeletal muscle fiber development, positive regulation of sequence-specific DNA binding transcription factor activity, response to interleukin-1, histone H4 deacetylation
<i>CROCC2</i>	NA	NA

<i>PDCD1</i>		negative regulation of tolerance induction, negative regulation of apoptotic process, positive regulation of T cell apoptotic process
<i>TMEM240</i>	NA	NA
<i>TNFRSF14</i>	Receptor activity	positive regulation of cytokine secretion involved in immune response, negative regulation of alpha-beta T cell proliferation, positive regulation of peptidyl-tyrosine phosphorylation, defense response to Gram-negative bacterium, defense response to Gram-positive bacterium, positive regulation of T cell migration
<i>KAZN</i>	NA	NA
<i>VWA5B1</i>	NA	NA
<i>MAB21L3</i>	NA	NA
<i>PRKAG2</i>	cAMP-dependent protein kinase inhibitor activity, ATP binding, cAMP-dependent protein kinase regulator activity, phosphorylase kinase activity, protein kinase activator activity, ADP binding	glycogen metabolic process, regulation of glycolytic process, positive regulation of peptidyl-threonine phosphorylation, regulation of fatty acid metabolic process, intracellular signal transduction
<i>CACNA1C</i>	voltage-gated calcium channel activity, high voltage-gated calcium channel activity, voltage-gated calcium channel activity involved in AV node cell action potential	immune system development, positive regulation of cytosolic calcium ion concentration, heart development, embryonic forelimb morphogenesis, camera-type eye development, calcium ion transmembrane transport via high voltage-gated calcium channel, regulation of heart rate by cardiac conduction, regulation of ventricular cardiac muscle cell action potential, membrane depolarization during atrial cardiac muscle cell action potential
<i>ANKS1B</i>	NA	regulation of synaptic plasticity by receptor localization to synapse
<i>SCAPER</i>	nucleic acid binding, zinc ion binding	NA

How the deposited data were processed for this re-analysis (not part of the article)

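RRBS was carried out on 34 punches of 17 term placentas from 10 common marmoset dams, and maternal weight was recorded at gestational Days 60, 90 and 120 of each pregnancy. The authors trimmed the reads, aligned them to C_jacchus 3.2.1 (Ensembl release 85) with bwa-meth (the submitters' processing notes name BWA, without a version), removed PCR duplicates and extracted methylated and unmethylated counts per position with PileOMeth. They state that they kept positions with counts in at least 75% of the samples and more than 20 counts in at least 1 sample. The deposited highest count of a position was exactly 20 at 91173 positions, which by that value do not exceed 20. They deposited 1 table with, for each position and sample, the methylated and the unmethylated counts, the β-value (a fraction of the counts) and the M-value, a log2 ratio with -7 and 7 for positions that were completely unmethylated or methylated. Recomputing the deposited fraction and the deposited log2 ratio from the counts gave the same values to within 9.8e-15. The deposited numbers of samples per position reach 38, above the 34 samples analysed here, and the deposited highest count of a position is above that of these 34 samples at 124309 positions, so the inclusion criteria could not be rerun in full; the fewest samples with counts at a position were 25. No further columns of per-sample values were left unused. Samples were assigned to placenta, dam, punch, disc and weight from the sample labels and the paper, and to lanes from the library names in the deposited table. Punches labelled Right were read as the peripheral punches that the methods describe.

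The main regression was ordinary least squares of the M-value of each position on 1 weight at a time, 2-sided, over 17 placentas with the counts of both punches summed. It covered the positions with an M-value variance above 2 over the samples, and the Benjamini-Hochberg adjustment ran over these positions and the 3 weights together with a threshold of 0.05, since the values in Tables S2 to S4 fit that adjustment. The placenta was the unit because both punches share 1 weight, and pregnancies of 1 dam are not independent of each other, so p-values over 17 placentas are too small to the extent that dams differ. Alternatives written before the data were examined were the 34 samples as separate observations, 1 value per dam, limma's moderated test, limma with the dam as a random effect (consensus correlation from 2000 sites), a quasi-binomial regression on the counts, a pseudocount of 1, the β-value, the mean of the M-values of both punches, the rank of the weight, no variance filter, at least 10 counts, adjustment within each weight, merging of the C and G positions of a CpG, and leaving out each dam. Central and peripheral punches were compared with limma on the M-values of 16 placentas that had 1 of each, with the placenta as the replicate block; the pairing comes from the same placenta, and the M-values of the 2 punches of a placenta, as deviations from the mean of each site, correlated at 0.018 on average, with 23 of 34 samples most correlated with their own partner. Shares per sample are given as mean and SD over samples. Weights were compared with sign-flip permutation tests of 100000 resamples, and the lighter and heavier groups of placentas were formed from the weights, after these had been seen, at the same gap on all 3 days.

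Named genes were chosen by a rule written before the files were opened but after Tables S2 to S4 had been read: genes with a site in all 3 tables, genes of the tables that are also in 1 of 19 gene lists written from general knowledge, and the 5 named sites with the smallest p over 17 placentas for each weight. Of the 103 gene identifiers in Tables S2 to S4, 60 had an entry in the table of gene names used here; names are those of the study. Because no annotation of this genome build was used, promoter methylation, distance to the TSS, the share of sites in promoters, tests of the gene lists on promoters and the genes LEP, ADIPOQ and ABCA1 were not analysed here, and whether a position lies in an exon, intron or promoter is not given. Litter size and litter weight were not analysed.

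The tests were tried on simulated data with 20000 sites, of which 200 changed. At a change of 1, 2 and 4 in M per 100 g, the regression on 17 placentas called 43.3%, 85.1% and 100% of the changed sites, with 12 false calls; the 34-sample regression called 46.3%, 91.0% and 100%, with 10 false calls; and the quasi-binomial regression called 49.3%, 89.6% and 100%, with 2 false calls. limma with the placenta block called 1.49%, 38.8% and 98.5% of sites that differed by 1, 2 and 4 in M between the punches. These shares hold for the simulated numbers of sites and are not the power of the tests on the real data, which adjust over more sites and over 3 weights. Each simulated sample was drawn independently, with nothing shared within a placenta or a dam. The false calls therefore cannot show what treating 2 punches as separate observations does. In the real data the 2 punches correlated at a median of 0.722 at the sites of Tables S2 to S4 and 0.035 at random tested sites. The sites of Tables S2 to S4 were chosen for following a weight that both punches share, which by itself raises their correlation. The 0.722 therefore does not measure what treating punches as separate observations did. A sample carried 6272810 to 7333074 counts, a mean of 14.9 per position, so a single site in 1 sample is known only coarsely, and sums over both punches of a placenta had a median of 25.3 counts at the sites of Tables S2 to S4, with 0 or 1 count in some placentas. Computation used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, R 4.3.3, limma 3.58.1 and statmod 1.5.0.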

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

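The tests of the lanes were chosen after the difference had been seen; the tests between dams were written before their results. Samples of lanes L005 and L006 had 60.8% ± 0.481 methylated counts (SD, n = 13), against 62.6% ± 0.644 (SD, n = 21) in lanes L002 to L004, a difference in data that the paper does not analyse by lane. In the 9 placentas with a sample in each set of lanes, the sample in L005 or L006 was lower in 8, by -1.73 points on average (SD 0.998; exact sign-flip test, 2-sided, p = 0.0078). This argues against maternal weight, which is the same for both punches of a placenta, and against the total counts as the whole source, since the difference was -1.38 points (95% interval -1.89 to -0.871) with the total count as a term. A difference between lanes, or between the pools of libraries that were run in them, remains a candidate explanation. The paper states that samples were assigned to lanes at random. Lane and pool cannot be told apart, as each pool was run in its own lane. With the placenta as a block, limma found 6 sites that differed between the sets of lanes at an adjusted p under 0.05 and 10945 at an unadjusted p under 0.05.

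Between the 10 dams, 845 of 206271 sites with counts in all samples differed at an adjusted p under 0.05 (19964 at an unadjusted p under 0.05; F-test of the dam over 17 placentas), a comparison the paper does not report. Of 100 assignments of the placentas to dams with the same numbers of placentas, 1, the real one, gave as many, and the highest of the others gave 278, so chance can be excluded for the number of sites. The M-values of 9 pairs of placentas from the same dam, as deviations from the site mean, correlated at -0.010 on average (SD 0.016), against -0.066 (SD 0.015) for 127 other pairs (one-sided permutation test, p = 0.0001, the smallest that 10000 assignments can give). Placentas of 1 dam may therefore resemble one another (p = 0.0001) through inherited sequence, through the environment of the dam or through both, and these were not told apart.

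In 30 groups, each of 1 measure in the 6 or 7 samples of 1 lane, single samples far from the rest were looked for, and chance alone would mark about 1 in 20 groups. In lane L004 the peripheral punch of placenta 1338.3 had 7176368 counts and a skewness of the M-values of -0.426. In lane L005 the central punch of placenta 1261.1 had a skewness of -0.461, and in lane L006 the peripheral punch of placenta 1357.5 had 7333074 counts.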

How the results depend on the processing

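Chosen after the data were seen: the lane settings, leaving out dams from the 34-sample regression, and maternal weight per dam. The number of sites associated with weight (0 at each of Days 60, 90 and 120 over 17 placentas) stayed at 0 with 1 value per dam, the quasi-binomial regression, a pseudocount of 1, the mean of M-values, ranked weights, no variance filter and at least 10 counts. It became 45, 68 and 89 with the 34 samples as separate observations (50, 66 and 85 with the lanes as a term), 8, 6 and 10 with limma's moderated test, 1, 4 and 5 with the dam as a random effect, 1 at Day 60 with the β-value, 1 at Day 120 with adjustment within each weight, and 1 at Days 90 and 120 with merged CpGs; the cause was not tested. Leaving out 1 dam gave 0 to 3, 0 to 5 and 0 to 5 sites (3, 5 and 5 without dam 1241, 0, 2 and 1 without dam 1322). In the 34-sample regression it gave 24 to 106, 30 to 182 and 29 to 211: 24, 38 and 29 without dam 1322, 25, 30 and 50 without 1357, 32, 40 and 63 without 1261, 47, 61 and 78 without 1333, 57, 72 and 90 without 1427, 58, 69 and 91 without 1338, 59, 75 and 98 without 1241, 65, 73 and 99 without 1269, 77, 91 and 121 without 1394, and 106, 182 and 211 without 1466; the cause was not tested. All 1712 values of named sites kept their direction. These sites were chosen for their slope in the same samples, so this was largely fixed by the choice and is no test of the sites. Over 17 placentas, weight and the methylated share had no correlation past the threshold (adjusted p = 0.838 at each weight, permutation test of Pearson r). Weights form 2 groups, so r depends largely on the difference between them. Its sign was unstable. At Day 60 r was -0.069, but 0.052 with the mean β and 0.026 per dam. With lanes taken into account it was 0.184 and, per lane set, 0.202 (L002 to L004) and 0.143 (L005 and L006). At Days 90 and 120 it was 0.053 and 0.136, but -0.139 and -0.114 without the 2 farthest placentas. Shares with M above 0, of full methylation and of no methylation (65.9%, 12.6% and 8.61%) became 69.3%, 0.00287% and 0.196% with counts summed over samples and 67.1%, 11.0% and 7.02% with at least 10 counts. Sites that differ between punches numbered 0 with the replicate block and 0 with no replicate block, so the block changed no call. With no block, 10409 (4.89%) lay at an unadjusted p under 0.05. The number of sites became 1 with no variance filter and 1 with the lanes as a term. Weight gains kept their direction and their side of the threshold per dam. Promoters, gene lists and shares without the inclusion filter were not run. At the sites of Tables S2 to S4 a placenta had a median of 25.3 counts, so the share of 1 site in 1 placenta is coarse.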

Differences from the paper's values

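At Day 60 the paper lists 45 CpG sites associated with maternal weight and the regression over 17 placentas gave 0, at the paper's threshold. At Day 90 the paper's number is 68 and the value here 0, and at Day 120 the paper's number is 89 and the value here 0. Of the alternatives set before the data were examined, the 34 samples as separate observations gave 45, 68 and 89 sites, and these were the sites of Tables S2 to S4; the paper's methods state that each placenta was treated independently and give 34 samples. None of the others reached the paper's numbers: 1 value per dam, the quasi-binomial regression, a pseudocount of 1, the mean of both M-values, the rank of the weight, no variance filter and at least 10 counts gave 0 at all 3 weights. The β-value gave 1 at Day 60, adjustment within each weight 1 at Day 120, and merged CpG positions 1 at Day 90 and 1 at Day 120. limma's moderated test gave 8, 6 and 10 sites at 12 positions, all of them in the paper's tables, and limma with the dam as a random effect gave 1, 4 and 5 at 6 positions, also all in the tables. Leaving out dam 1241 gave 13 calls at 6 positions, 5 of them in the tables, leaving out dam 1322 gave 3 calls at 2 positions outside the tables, and leaving out any other dam gave 0. Of alternatives added after seeing the values, the 34-sample regression with the lanes as a term gave 50, 66 and 85 sites, and the 34-sample regression without dam 1322 and without that term called 28 of the 202 entries of the paper's tables.

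The paper gives 15397706 as the number of CpG sites included. The table holds that many values, but each is for 1 position in 1 sample, and the number of distinct positions was 453448. Of these, 114184 pairs are the C and the G of 1 CpG, so merging them lowers the number further and does not close the gap. The paper names 1 central and 1 peripheral punch of a single disc for each placenta, whereas the labels give punches of different discs for 5 placentas and 2 central punches for 1 of these.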

Other observations

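Chosen after results were seen were the test of dam 1322, the comparisons of mean methylation between and within the lighter and heavier groups, and the fits that take the lanes into account. Methylation was lower where CpG positions lay closer together. Positions with no other measured position within 100 bp (85249) had 74.5% ± 1.15 methylated counts (SD, n = 34 samples), positions with 5 to 8 others (54199) had 52.0% ± 0.947, and positions with 33 to 89 others (3575) had 21.9% ± 2.11. The share of positions below 10% methylation was 0.502% in the least dense and 56.1% in the most dense class, and that above 90% was 29.6% and 0.979%. Methylation also differed between chromosomes: 56.2% ± 1.11 on chromosome 18, 57.9% ± 1.03 on chromosome 4, 63.6% ± 1.69 on chromosome X, 66.3% ± 1.09 on chromosome 22 and 67.3% ± 1.30 on chromosome 21 (SD, n = 34).

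Placentas of the lighter and heavier dams had nearly the same methylated share, 61.8% ± 0.867 (SD, n = 10) and 61.9% ± 0.640 (SD, n = 7; exact permutation test, 2-sided, p = 0.837). Within the lighter group the share was lower at higher Day 60 weight (r = -0.777, adjusted p = 0.0357; rho = -0.770, adjusted p = 0.0737; permutation tests, 6 relations each), and r was -0.794 without the 2 placentas farthest from the median weight. Over the 6 lighter dams r was -0.953 (exact permutation test, p = 0.00833), but with each sample taken as its difference from the mean of its lane r was -0.616 (permutation test, p = 0.0550). The other 5 relations within the groups had adjusted p-values of 0.629 or more, and the difference between groups in the relation was not tested.

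No site differed between the central and peripheral punches of 16 placentas at an adjusted p under 0.05 in limma with the placenta as a block, and 11825 did at an unadjusted p under 0.05. At an adjusted p under 0.05 there was 1 site in the fit that adds the lanes, 1 with no variance filter, and 0 in the fits without a block, of same-disc pairs, with a pseudocount or with at least 10 counts. Of 100 swaps of the punches within placentas, the real one included, 4 gave as many sites at an unadjusted p under 0.05 (highest other 13052). The margin is narrow and was not corrected for the other tests of this kind, so chance is not firmly excluded. Of the 13 samples in lanes L005 and L006, 8 were central and 5 peripheral, so lanes were not balanced between the punches. The methylated share was higher in the peripheral punch by 0.109 points (SD 1.48, p = 0.769, permutation test), in 8 of 16 placentas. After the mean of the lane was subtracted, the difference was -0.0989 points (SD 0.883, p = 0.680, permutation test), so no direction can be given.

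The 34-sample regression made 202 calls over the 3 weights, at 123 positions. Chance can be excluded when weights are exchanged between placentas (1 of 100 arrangements, the real one, gave as many; highest other 137) but not when they are exchanged between dams with the same number of placentas (23 of 100; highest other 347), so many of the calls may reflect methylation that differs between dams rather than weight. A sequence variant at the CpG is a candidate explanation: the median correlation of a site with its nearest other CpG was 0.052 over 60 sites (quartiles -0.133 and 0.380), against 0.182 at random tested sites, but the correlation was above 0.5 at 12 of the 60 sites and at 21.5% of random tested sites, so this part of the comparison shows no difference from random sites. Near-identical copies that all animals carry are argued against, as 4.88% of the positions exceeded the 95th percentile of the mean count, but copies carried by some animals only are not excluded: total counts were 32 to 42 in the 5 placentas with 40.5% to 50% at CRMP1 183761230 and 12 to 19 in the others, 25 to 33 in the 3 placentas with 48% to 57.7% at DECR2 and 7 to 15 in the others, and 16 to 24 in heavier and 6 to 11 in lighter placentas at 5S rRNA 135692805. Counts also parted with methylation at PRKAB2 2316759 (18 to 30 at 39.3% to 53.3%, 4 to 17 elsewhere) and 2316773 (15 to 28 at 47.4% or more, 6 to 12 elsewhere). The same held at FBXO7 (22 to 44 at 21.7% or more, 12 to 20 elsewhere) and CTNND2 (25 to 35 at 88% or less, 13 to 23 elsewhere). At HDAC4 155718341 the ranges nearly parted (11 to 24 at 83.3% or more, 23 to 39 elsewhere). At SARDH total counts were 11 and 12 in the placentas of dam 1322 and 21 to 39 in the others. At VAV2 177965978 they were 10 and 13 in this dam and 23 to 44 elsewhere. At CRMP1 183761811 they were 29 to 36 in placentas at 23.3% or more and 15 to 24 in the others. How many of the 123 positions have or lack such a split was not tallied. A fit without dam 1322 made 91 calls, and 28 of the 202 still passed in it; its weight and its other traits cannot be told apart with 1 dam of that weight.

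The number of sites at an unadjusted p under 0.05 over 17 placentas was 35264 over the 3 weights, reached in 5 of 100 arrangements of the weights (highest other 39265), so chance cannot be excluded. Complete separation of the 4 heavier from the 6 lighter dams was found at 1850 of 211997 sites (1112 higher and 738 lower in the heavier dams), and 53 of 100 sets of 4 dams gave as many (highest other 2761), so chance cannot be excluded here either.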
